# RUNX1 maintains the identity of the fetal ovary through an interplay with FOXL2

**DOI:** 10.1038/s41467-019-13060-1

**Published:** 2019-11-11

**Authors:** Barbara Nicol, Sara A. Grimm, Frédéric Chalmel, Estelle Lecluze, Maëlle Pannetier, Eric Pailhoux, Elodie Dupin-De-Beyssat, Yann Guiguen, Blanche Capel, Humphrey H.-C. Yao

**Keywords:** Differentiation, Gene regulation, Reproductive biology

## Abstract

Sex determination of the gonads begins with fate specification of gonadal supporting cells into either ovarian pre-granulosa cells or testicular Sertoli cells. This fate specification hinges on a balance of transcriptional control. Here we report that expression of the transcription factor RUNX1 is enriched in the fetal ovary in rainbow trout, turtle, mouse, goat, and human. In the mouse, RUNX1 marks the supporting cell lineage and becomes pre-granulosa cell-specific as the gonads differentiate. RUNX1 plays complementary/redundant roles with FOXL2 to maintain fetal granulosa cell identity and combined loss of RUNX1 and FOXL2 results in masculinization of fetal ovaries. At the chromatin level, RUNX1 occupancy overlaps partially with FOXL2 occupancy in the fetal ovary, suggesting that RUNX1 and FOXL2 target common sets of genes. These findings identify RUNX1, with an ovary-biased expression pattern conserved across species, as a regulator in securing the identity of ovarian-supporting cells and the ovary.

## Abstract (web summary)

Proper ovarian differentiation requires RUNX1. Here, the authors show that double knockout of *Runx1/Foxl2* results in masculinization of fetal ovaries, and that RUNX1 and FOXL2 jointly occupy common chromatin regions to maintain pre-granulosa cell identity in the fetal ovary.

## Introduction

A critical step that shapes the reproductive identity of the embryo is the sexual differentiation of the bipotential gonads. Supporting cells in the fetal gonads are the first cell population to differentiate and dictate the fate of the gonads. As a consequence, defects in supporting cell differentiation have dire consequences on reproductive outcomes of the individual, from sex reversal to infertility. Supporting cells differentiate into either Sertoli cells, which drive testis development, or pre-granulosa cells, which control ovarian development. It has become clear that supporting cell differentiation and maintenance of their commitment requires a coordinated action of multiple factors that play either complementary, redundant, and even antagonistic roles^1^. For instance, fate decision and maintenance of ovarian identity relies mainly on two conserved elements: the WNT4/RSPO1/β-catenin pathway^2–5^ and the transcription factor FOXL2^6–8^. These two elements synergistically promote expression of pro-ovarian genes and, at the same time, antagonize key pro-testis factors such as SOX9 and DMRT1. However, the combined loss of these two key pro-ovarian signaling only results in an incomplete inactivation of ovarian differentiation, suggesting that additional pro-ovarian factors are at play during gonadal differentiation^9,10^. Factors involved in gonad differentiation are generally conserved in vertebrates and even invertebrates, although their position in the hierarchy of the molecular cascade may change during evolution^11^. For instance, the pro-ovarian transcription factor FOXL2 is important for ovarian differentiation/function in human^12^, goat^13^, and fish^14,15^. The pro-testis transcription factor DMRT1 is highly conserved and critical for testis development in worms, fly^16^, fish^17,18^, and mammals^19–21^.

In this study, we set up to investigate the role of transcription factor RUNX1 in the mouse fetal ovary. In *Drosophila melanogaster*, the *RUNX* ortholog *runt* is essential for ovarian determination^22,23^. In the mouse, *Runx1* mRNA is enriched in the fetal ovary based on transcriptomic analyses^24^. The RUNX family arose early in evolution: members have been identified in metazoans from sponge to human, where they play conserved key roles in developmental processes. In vertebrates, RUNX1 acts as a transcription factor critical for cell lineage specification in multiple organs and particularly in cell populations of epithelial origin^25^. We first characterize the expression profile of *RUNX1* in the fetal gonads in multiple vertebrate species, from fish to human. We then use knockout (KO) mouse models and genomic approaches to determine the function and molecular action of RUNX1 and its interplay with another conserved ovarian regulator, FOXL2, during supporting cell differentiation in the fetal ovary.

## Results

### *Runx1* expression pattern implies a role in ovary development

The *runt* gene, critical for ovarian determination in the fly^22^, has three orthologs in mammals: *RUNX1*, *RUNX2*, and *RUNX3*. Although all three RUNX transcription factors bind the same DNA motif, they are known to have distinct, tissue-specific functions^26^. In the mouse, *Runx1* was the only one with a strong expression in the fetal ovary, whereas *Runx2* and *Runx3* were expressed weakly in the fetal gonads in a non-sexually dimorphic way (Fig. 1a). At the onset of sex determination (Embryonic day 11.5 or  E11.5), *Runx1* expression was similar in both fetal XY (testis) and XX (ovary) gonads before becoming ovary-specific after E12.5 (Fig. 1b), consistent with observations by others^24,27^. An ovary-enriched expression of *Runx1* during the window of early gonad differentiation was also observed in other mammals such as human and goat, as well as in species belonging to other classes of vertebrates such as red-eared slider turtle and rainbow trout (Fig. 1c–f), implying an evolutionarily conserved role of RUNX1 in ovary differentiation.

**Fig. 1:**
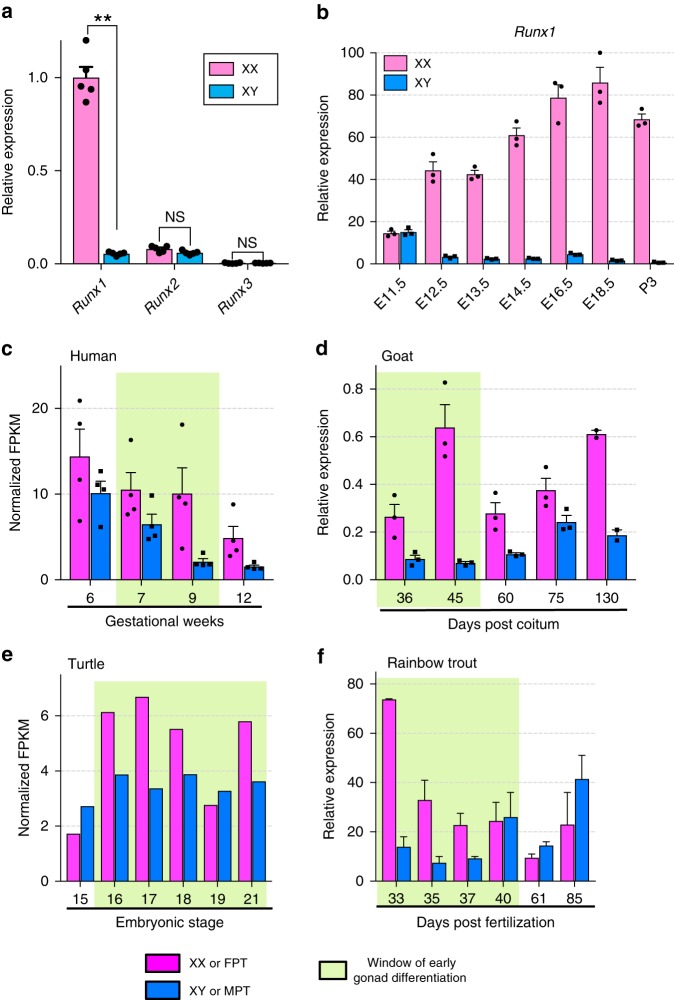
*RUNX1* expression during gonadal differentiation in various vertebrates. **a** Expression of *Runx1*, *Runx2*, and *Runx3* mRNAs in XX and XY gonads of E14.5 mouse embryos (*n* = 5/sex). Values are presented as mean ± SEM; non-parametric *t*-test, **p *<* 0.01; NS, not significant. **b** Expression time course of *Runx1* mRNA in mouse XX and XY gonads during gonadal differentiation (*n* = 3/stage). Values are presented as mean ± SEM. **c**–**f** Time course of *RUNX1* mRNA expression in four other vertebrate species, human, goat, red-eared slider turtle, and rainbow trout during gonad differentiation. Values are presented as mean ± SEM. For the turtle, pink and blue bars represent gonads at female-promoting temperature (FPT) of 31 °C and at male-promoting temperature (MPT) of 26 °C, respectively^64^. *RUNX1* expression was analyzed by RNA-seq in human and red-eared slider turtle^64^, and by qPCR in goat and rainbow trout. Green highlighted areas represent the window of early gonadal differentiation. Source data are provided as a Source Data file

To identify the cell types that express *Runx1* in the gonads, we examined a reporter mouse model that produces enhanced green fluorescent protein (EGFP) under the control of *Runx1* promoter^28^ (Fig. 2 and Supplementary Fig. 1). Consistent with *Runx1* mRNA expression (Fig. 1b), *Runx1-*EGFP was present in both XX and XY gonads at E11.5, then increased in XX gonads and diminished in XY gonads at E12.5 onwards (Fig. 2). At E11.5 in both XX and XY gonads, *Runx1*-EGFP was present in a subset of SF1+/PECAM− somatic cell population, whereas it was absent in the SF1−/PECAM+ germ cells (Fig. 2a–d). In the XY gonads, these *Runx1*-EGFP+ somatic cells corresponded to Sertoli cells, as demonstrated by a complete overlap with SRY, the sex-determining factor that drives Sertoli cell differentiation^29^ (Fig. 2e and Supplementary Fig. 1). At this stage, there is no marker for ovarian-supporting cells that allow us to determine which subset of somatic cells were positive for *Runx1*-EGFP in XX gonads. However, at E12.5, when the sex of gonads becomes morphologically distinguishable, *Runx1*-EGFP was specifically detected in the supporting cell lineage of both sexes: strongly in FOXL2+ pre-granulosa cells of XX gonads (Fig. 2g) and weakly in SOX9+ Sertoli cells of XY gonads (Fig. 2f and Supplementary Fig. 1). *Runx1*-EGFP expression was eventually turned off in the fetal testis, while it was maintained in the ovary (Fig. 2h, i). Throughout fetal development of the ovary, *Runx1*-EGFP remained in FOXL2+ pre-granulosa cells (Fig. 3). *Runx1*-EGFP was also detected in the ovarian surface epithelium at E16.5 and birth (arrows in Fig. 3b, c), which gives rise to granulosa cells in the cortex of the ovary^30,31^. *Runx1*-EGFP was also expressed in somatic cells of the cortical region right underneath the surface epithelium at E16.5 and some of these *Runx1*-EGFP+ cells presented a weak expression of FOXL2 (Fig. 3g–i, arrowheads). In summary, *Runx1* marks the supporting cell lineage in the gonads at the onset of sex determination and becomes pre-granulosa cell-specific as gonads differentiate.

**Fig. 2:**
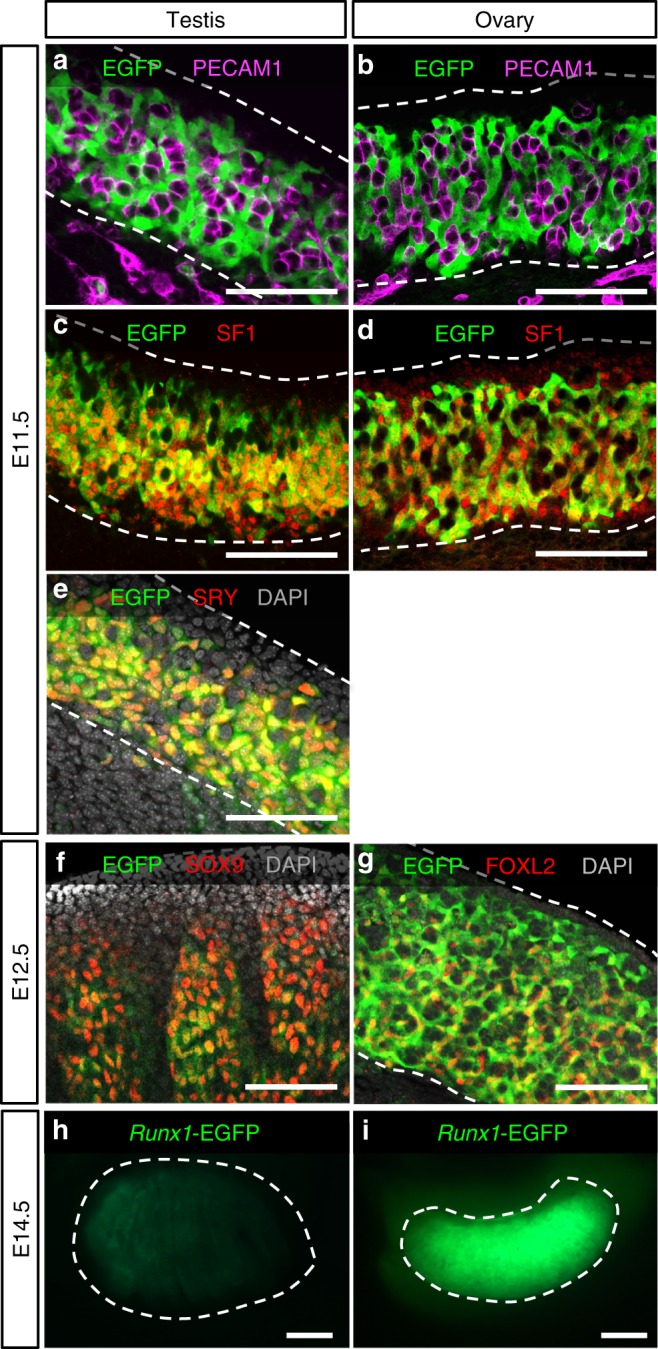
*Runx1* is expressed in the supporting cells during gonad differentiation. **a**–**g** Whole-mount immunofluorescence of XY and XX gonads from Tg(Runx1-EGFP) reporter mice at E11.5 and E12.5. Gonads with endogenous EGFP were co-labeled with markers for germ cells/vasculature (PECAM-1; **a**, **b**), somatic cells (SF1; **c**, **d**), Sertoli cells in XY gonads (SRY in **e** and SOX9 in **f**), and for pre-granulosa cells in XX gonads (FOXL2; **g**). Scale bars: 100 µm. Single-channel images are provided for **e**, **f** in Supplementary Fig. 1. **h**, **i** Detection of endogenous EGFP in freshly collected E14.5 gonads. Scale bars: 200 µm. Dotted lines outline the gonads. At least three independent biological replicates were analyzed and the images presented are representative of all replicates

**Fig. 3:**
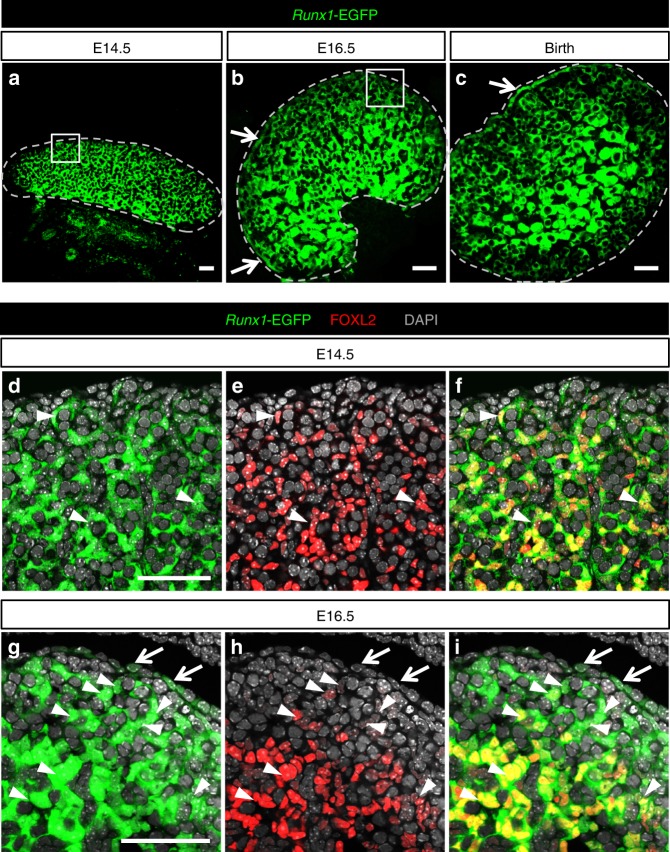
*Runx1* expression is maintained in pre-granulosa cells throughout fetal ovarian development. **a**–**c** Immunofluorescence for EGFP on Tg(*Runx1*-EGFP) ovary sections at E14.5, E16.5, and birth. Scale bars: 50 µm. **d**–**i** Immunofluorescence for EGFP and the pre-granulosa cell marker FOXL2 at E14.5 (**d**–**f**) and E16.5 (**g**–**i**), corresponding to the white square outlined areas in **a** and **b**, respectively. *Runx1* is expressed in pre-granulosa cells throughout ovarian development and the surface epithelium after E14.5. Dotted lines outline the gonads. Arrows: EGFP + ovarian surface epithelium. Arrowheads: EGFP/FOXL2 double-positive cells. Scale bars: 50 µm. At least three independent biological replicates were analyzed and the images presented are representative of all replicates

### XX *Runx1* KO and *Foxl2* KO share common transcriptomic changes

Its pre-granulosa cell-specific expression suggests that RUNX1, a factor involved in cell lineage determination^25^, could contribute to granulosa cell differentiation and ovarian development. To investigate its role in gonads and avoid early embryonic lethality as a result of global deletion of *Runx1*^32,33^, we generated a conditional KO mouse model in which *Runx1* was ablated in the SF1+ gonadal somatic cells^34^ (Fig. 4). We characterized the effects of *Runx1* inactivation on XX gonad differentiation at E14.5, a stage where morphological differences between ovary and testis are already established. Although *Runx1* expression was ablated successfully in XX gonads (Fig. 4d), ovarian morphogenesis appeared normal: E14.5 XX *Runx1* KO gonads presented similar size and shape compared with XX control gonads (Supplementary Fig. 2), and differentiation and organization of different gonadal cell populations were similar to control XX gonads (Fig. 4a–c). For instance, XX *Runx1* KO-supporting cells expressed the pre-granulosa cell marker FOXL2 but not Sertoli cell markers SOX9 and AMH (Fig. 4a, b). Supporting cells and germ-cell organization was similar to XX control gonads and did not form Laminin-outlined cord structures typical of testis differentiation (Fig. 4b). Similar to supporting cells, no difference was observed in the COUP-TFII+ interstitium organization between XX *Runx1* KO and XX control gonads (Fig. 4b). Finally, E14.5 XX *Runx1* KO germ cells had initiated meiosis, a typical feature of fetal ovary development, and normal expression of the germ-cell marker *Mvh* was observed (Fig. 4c, d). No significant change was detected for key genes involved in pre-granulosa cell differentiation (*Foxl2* and *Wnt4*) or Sertoli cell differentiation (*Sox9*, *Fgf9*, *Nr5a1*, and *Amh*; Fig. 4d, e). However, pre-granulosa cell marker *Fst* and fetal Sertoli cell marker desert hedgehog (*Dhh*) were mis-expressed in E14.5 XX *Runx1* KO gonads (Fig. 4d, e).

**Fig. 4:**
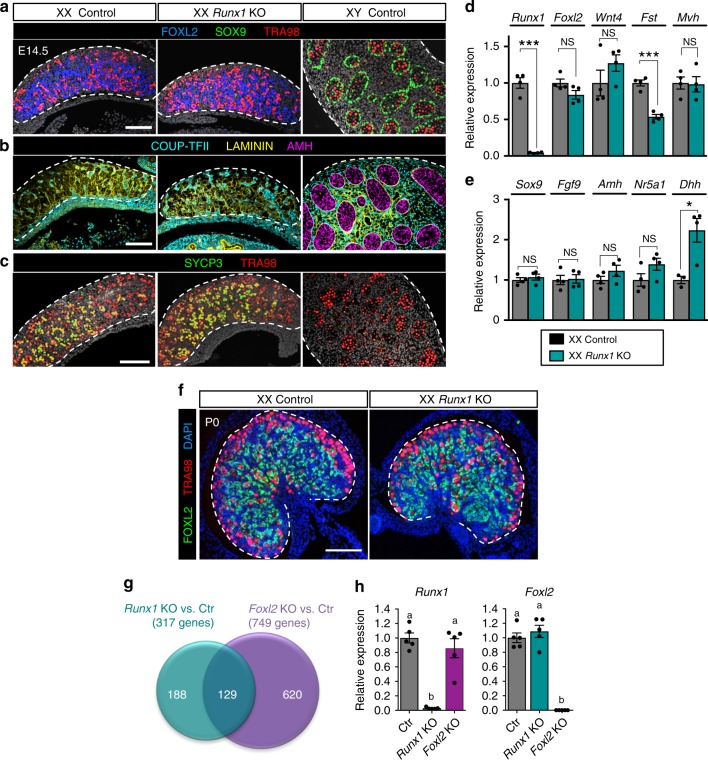
Inactivation of *Runx1* in the ovarian somatic cells has minimal impacts on morphogenesis of the ovary with the exception of transcriptomes. Immunofluorescences for **a** pre-granulosa cell marker FOXL2, Sertoli cell marker SOX9, and germ-cell marker TRA98; **b** interstitial cell marker COUP-TFII (encoded by *Nr2f2* gene), Laminin, and Sertoli cell marker AMH; **c** meiotic cell marker SYCP3 and germ-cell marker TRA98 in E14.5 XX control, XX *Runx1* KO, and XY control gonads. The gray color represents DAPI nuclear staining. Single-channel images are provided in Supplementary Fig. 2. Expression of **d** pre-granulosa or germ-cell-specific genes and **e** Sertoli or Leydig cell-specific genes in XX control and XX *Runx1* KO gonads at E14.5 by quantitative PCR (*n* = 5). Values are presented as mean ± SEM.; unpaired Student’s *t*-test; *p *<* 0.05, ***p *<* 0.001; NS, not significant. **f** Immunofluorescence for FOXL2, TRA98, and nuclear counterstain DAPI (blue) in XX control and *Runx1* KO gonads at birth (P0). Scale bar: 100 µm. **g** Venn diagram comparing the 317 genes differentially expressed in XX *Runx1* KO vs. XX Control gonads with the 749 genes differentially expressed in XX *Foxl2* KO vs. XX Control gonads at birth. Forty-one percent of the genes differentially expressed in *Runx1* KO (129/317) were also misregulated in the absence of *Foxl2*. Genes differentially expressed were identified by microarray (*n* = 4/genotype; fold change > 1.5, one-way ANOVA *p* < 0.05). **h** Quantitative PCR analysis of *Runx1* and *Foxl2* mRNA expression in XX control, *Runx1* KO, and *Foxl2* KO gonads at birth (*n* = 5/genotype). Values are presented as mean ± SEM. One-way ANOVA, *p* < 0.05. Bars with different letters (**a**, **b**) are significantly different. For all experiments, controls are wild-type littermates of *Runx1* KO mice. Source data are provided as a Source Data file. For the immunofluorescences, at least three independent biological replicates were analyzed and the images presented are representative of all replicates

Similarly, at birth, XX *Runx1* KO gonads maintained a typical ovarian shape, with FOXL2+ pre-granulosa cells scattered throughout the gonad and TRA98+ germ cells located mostly in the cortex (Fig. 4f). Despite their normal ovarian morphology, newborn XX *Runx1* KO gonads exhibited an aberrant transcriptomic profile reminiscent of the transcriptome of newborn XX *Foxl2* KO gonads, such as downregulation of pro-ovarian genes that are direct targets of FOXL2 (Fig. 4g and Supplementary Data 1). *Foxl2* is involved in ovarian differentiation/maintenance in various vertebrate species. In the mouse, loss of *Foxl2* results in normal ovarian morphogenesis at birth, despite aberrant ovarian transcriptome, and eventually leads to masculinization of the ovary postnatally^6^. We found that 41% of the genes differentially expressed in *Runx1* KO were also misregulated in the absence of *Foxl2* in newborn XX gonads (Fig. 4g and Supplementary Data 1). However, contrary to *Foxl2* KO, loss of *Runx1* in the ovary did not result in postnatal sex reversal and the females *Runx1* KO were fertile. One possible explanation for these common transcriptomic changes is that *Runx1* could be part of the same signaling cascade as *Foxl2*. However, analysis of *Runx1* expression in *Foxl2* KO newborn ovaries did not detect any changes in *Runx1* expression in the absence of *Foxl2* (Fig. 4h). Conversely, *Foxl2* expression was not changed in the absence of *Runx1*. These results indicate that *Runx1* and *Foxl2* regulate common sets of genes but they are themselves regulated independently of each other in the fetal ovary.

### *Runx1* and *Foxl2* double knockout results in partial masculinization of fetal ovaries

The common transcriptomic changes identified in *Runx1* and *Foxl2* KO newborn ovaries raised the question whether RUNX1 and FOXL2 could play redundant/complementary roles in supporting cell differentiation. We therefore generated *Runx1/Foxl2* double KO mice (referred as DKO) and compared XX gonads differentiation in the absence of *Runx1*, *Foxl2*, or both (Fig. 5 and Supplementary Figs. 3 and 4). Abnormal development of XX DKO gonads became apparent around E15.5. At this stage, differentiation of supporting cells into Sertoli cells in the testis or pre-granulosa cells in the ovary has been established. For instance, the transcription factor DMRT1, involved in the maintenance of Sertoli cell identity^19^, is expressed in Sertoli cells but not pre-granulosa cells (Fig. 5a, e). At E15.5, DMRT1 is also present in a few germ cells in both the testis and ovary^35^. Similar to control ovaries, XX gonads lacking either *Runx1* or *Foxl2* had no DMRT1 proteins in the supporting cells (Fig. 5a–c). However, the combined loss of *Runx1* and *Foxl2* resulted in aberrant expression of DMRT1 in the supporting cells of XX gonads (Fig. 5d). At birth, a time when XX *Foxl2* KO gonads still morphologically resemble ovaries^6,7^, XX *Runx1/Foxl2* DKO gonads formed structures similar to fetal testis cords in the center, with DMRT1+ cells surrounding clusters of germ cells (Fig. 5i). Such structure was not observed in XX *Runx1* KO or *Foxl2* KO gonads with the exception that DMRT1 protein started to appear in a few supporting cells in the newborn XX *Foxl2* KO gonads, in what appears to be one of the first signs of postnatal masculinization of *Foxl2* KO ovaries at the protein level (Fig. 5h). Contrary to DMRT1, SOX9 protein, a key driver of Sertoli cell differentiation^36,37^, was not detected in XX *Runx1/Foxl2* DKO newborn gonads (Fig. 6). Our results demonstrate that a combined loss of *Runx1*/*Foxl2* induces partial masculinization of the supporting cells during fetal development of the ovary.

**Fig. 5:**
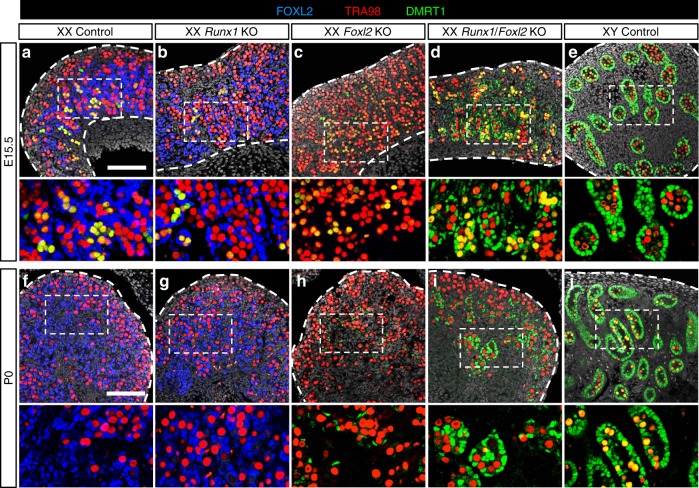
Combined loss of *Runx1* and *Foxl2* masculinizes the fetal ovaries. **a**–**j** Immunofluorescence for Sertoli cell and germ-cell marker DMRT1, germ-cell marker TRA98, and granulosa cell marker FOXL2 in XX control, XX *Runx1* KO, XX *Foxl2* KO, XX *Runx1/Foxl2* double knockout, and XY control gonads at E15.5 (**a**–**e**) and at birth (**f**–**j**). Controls correspond to wild-type littermates. The gray represents DAPI nuclear staining. Dotted lines outline the gonads. Higher magnifications are shown for the outlined boxes in **a**–**e** and **f**–**j**, respectively. Scale bars: 100 µm. At least three independent biological replicates were analyzed and the images presented are representative of all replicates. Single-channel images are provided in Supplementary Figs. 3 and 4

**Fig. 6:**
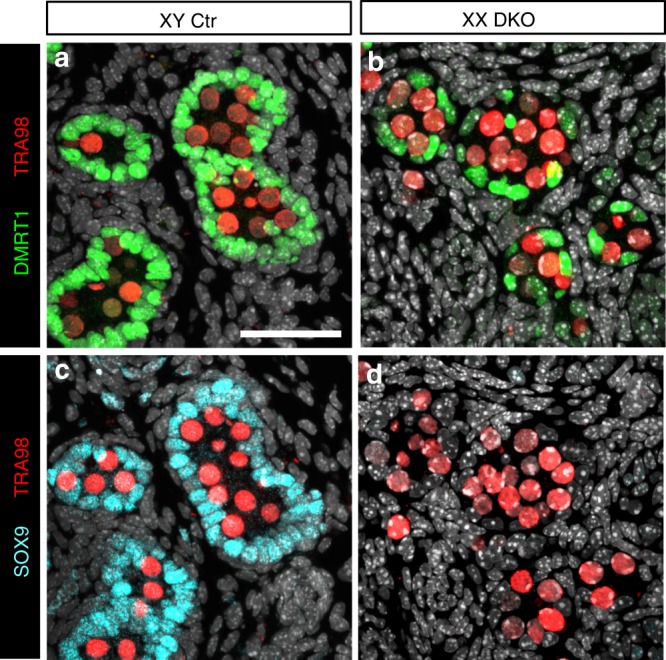
SOX9 protein is not detected in *Runx1*/*Foxl2* DKO newborn XX gonads. Immunofluorescence for Sertoli cell markers DMRT1 and SOX9 and germ-cell marker TRA98 on consecutive sections in XY control (**a**, **c**) and XX *Runx1/Foxl2* DKO gonads (**b**, **d**) at birth. Scale bar: 50 µm. At least three independent biological replicates were analyzed and the images presented are representative of all replicates

To further characterize the impacts of the combined loss of *Runx1*/*Foxl2* on ovarian differentiation, we compared the transcriptome of newborn XX *Runx1/Foxl2* DKO gonads with the transcriptomes of XX control, *Runx1*, or *Foxl2* single KO gonads (Fig. 7 and Supplementary Data 2). The heat map for the 918 differentially expressed genes between XX *Runx1/Foxl2* DKO and XX control gonads demonstrated allele-specific impacts: loss of *Runx1* resulted in a mild and often nonsignificant effect on these genes, loss of *Foxl2* had an intermediate/strong effect, and combined loss of *Runx1/Foxl2* yielded the strongest effect (fold change > 1.5; *p* < 0.05 one-way analysis of variance (ANOVA); Fig. 7a and Supplementary Data 3). Gene ontology analysis revealed that the downregulated genes were associated with “ovarian follicle development” and “female gonad development,” whereas “male sex determination” was the most significantly enriched process for the upregulated genes (Supplementary Fig. 5). Conforming to the hierarchical clustering (Fig. 7a), comparison of the genes significantly changed in *Runx1/Foxl2* single and DKOs suggested that *Foxl2* was the main contributor to the transcriptional changes observed in *Runx1/Foxl2* DKO (Fig. 7b–g and Supplementary Data 4): 61% of the genes downregulated in DKO were also downregulated in *Foxl2* KO and 43% of the genes upregulated in DKO were also upregulated in *Foxl2* KO. In addition, some genes appeared to be controlled by both *Foxl2* and *Runx1*, and were significantly downregulated or upregulated in all three KOs (Fig. 7b, c). For instance, the genes *Fst* and *Cyp19a*, both involved in granulosa cell differentiation/function^38,39^, were downregulated in *Runx1* KO, *Foxl2* KO, and more repressed in *Runx1/Foxl2* DKO (Fig. 7d). On the other hand, *Dhh* was upregulated in all three KOs, with the highest expression in the DKO (Fig. 7f). Finally, some genes were significantly changed in *Runx1/Foxl2* DKO only, suggesting a cumulative effect of *Runx1* and *Foxl2* loss. For instance, *Foxp1*, a gene whose expression is enriched in pre-granulosa cells^40^, was significantly downregulated only in *Runx1/Foxl2* DKO (Fig. 7e), whereas *Fgf9*, a Sertoli gene contributing to testis differentiation^41^, and *Pdgfc* were significantly upregulated only in *Runx1/Foxl2* DKO (Fig. 7g).

**Fig. 7:**
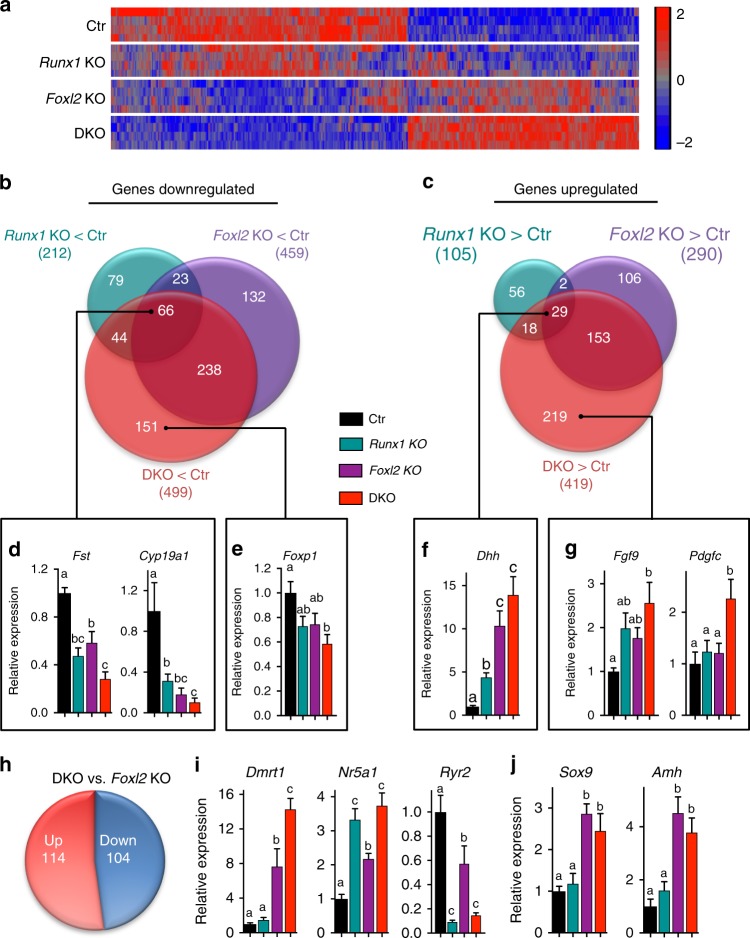
Transcriptomic analysis of XX *Runx1*/*Foxl2* single and double KO ovaries. **a** Heat map for the 918 genes differentially expressed in XX *Runx1/Foxl2* double knockout (DKO) vs. XX control (Ctr) gonads at birth. The heat map shows the expression of these 918 genes in XX control, *Runx1* KO, *Foxl2* KO, and *Runx1/Foxl2* DKO gonads (microarray; *n* = 4/genotype; one-way ANOVA; fold change > 1.5, *p* < 0.05). Controls correspond to XX wild-type littermates. **b**, **c** Venn diagram comparing the genes downregulated (**b**) or upregulated (**c**) in XX *Runx1* KO (green circle), XX *Foxl2* KO (purple circle), and XX *Runx1/Foxl2* DKO (red circle) gonads at birth. **d**–**g** Validation by quantitative PCR of genes identified in the Venn diagrams as significantly downregulated in all three KO (**d**), or only in *Runx1/Foxl2* DKO (**e**), or significantly upregulated in all in all three KO (**f**) or only in *Runx1/Foxl2* DKO (**g**). **h**, **i** Identification of the genes differentially expressed in XX *Runx1/Foxl2* DKO vs. XX *Foxl2* KO gonads and validation of candidate genes by quantitative PCR. **j** Expression of *Sox9* and *Amh* is not changed in XX *Runx1/Foxl2* DKO compared with XX *Foxl2* KO gonads. For all the qPCR data, values are presented as mean ± SEM (*n* = 5/genotype). One-way ANOVA, *p* < 0.05. Bars with different letters (**a**, **b**, **c**) are significantly different. Source data are provided as a Source Data file

 In contrast to XX *Foxl2* single KO gonads (Fig. 5), in which sex reversal only became apparent postnatally^6^, XX *Runx1/Foxl2* DKO gonads exhibited masculinization with visible morphological changes before birth. To determine how the additional loss of *Runx1* contributed to the earlier masculinization of *Runx1/Foxl2* DKO ovaries, we identified the genes differentially expressed between XX *Runx1/Foxl2* DKO and XX *Foxl2* KO gonads (Fig. 7h and Supplementary Data 5). Expression of most of these genes was already altered in XX *Foxl2* single KO gonads; however, the additional loss of *Runx1* exacerbated their mis-expression. For instance, the pro-testis gene *Dmrt1* and *Nr5a1* were significantly upregulated, whereas the pre-granulosa-cell-enriched transcripts *Fst* and *Ryr2* were further downregulated at birth (Fig. 7d, i). On the other hand, the additional loss of *Runx1* did not cause further upregulation of the Sertoli genes *Sox9* and *Amh* at birth, suggesting that *Runx1* does not contribute to their repression in the ovary (Fig. 7j). Overall, the transcriptomic analyses of *Runx1/Foxl2* single and DKOs revealed that *Foxl2* is the main driver of the transcriptomic changes, and that the additional loss of *Runx1* amplifies the mis-expression of genes already altered by the sole loss of *Foxl2*, leading to the failure to maintain pre-granulosa cell identity in the fetal ovary.

### RUNX1 shares genome-wide chromatin occupancy with FOXL2

The masculinization of XX *Runx1/Foxl2* DKO fetal gonads and the transcriptomic comparisons of newborn XX *Runx1/Foxl2* single and DKO gonads suggest some interplay between RUNX1 and FOXL2 to control pre-granulosa cell identity. The fact that RUNX1 and FOXL2 are both transcription factors expressed in the pre-granulosa cells (Fig. 3 and Supplementary Fig. 1) raised the question whether this interplay could occur directly at the chromatin level. We have previously identified FOXL2 chromatin occupancy during ovarian differentiation by chromatin immunoprecipitation (ChIP) followed by whole-genome sequencing^42^ at E14.5, a time where FOXL2 and RUNX1 expression fully overlaps (Fig. 3). We performed additional de novo motif analyses on the genomic regions bound by FOXL2 in the fetal ovary, and discovered that several other DNA motifs were co-enriched with FOXL2 DNA motif (Fig. 8a). RUNX DNA motif was the second most significantly co-enriched motif. The other motifs were for CTCF, a factor involved in transcriptional regulation, enhancer insulation, and chromatin architecture^43^, and for the DNA motif recognized by members of the nuclear receptor family including liver receptor homolog-1 (LRH-1 encoded by *Nr5a2*) and SF1 (encoded by *Nr5a1*), a known co-factor of FOXL2^44,45^. DNA motifs for TEAD transcription factors of the Hippo pathway, ETS, NFYA, and GATA4, another factor involved in gonad differentiation^46^, were also significantly enriched. The enrichment of RUNX motif with FOXL2-binding motif suggests that RUNX1, the only RUNX also expressed in pre-granulosa cells, could bind similar genomic regions to FOXL2 in the fetal ovary. To confirm this hypothesis, we performed ChIP-sequencing (ChIP-seq) for RUNX1 in E14.5 ovaries (Supplementary Data 6), the same stage as  FOXL2 ChIP-seq^42^. 

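ChIP-seq for RUNX1 maps where RUNX1 sits on the chromatin of fixed cells, by sequencing the DNA that an antibody to RUNX1 pulls down. Ovaries of CD-1 embryos at E14.5 were pooled, 100 to 120 per ChIP according to the paper and 80 to 100 according to the sample labels. From these pools, 20 to 30 μg of sheared chromatin was precipitated with 10 μl of antibody in 2 independent experiments, and input libraries were made from ovaries of the same stage. The authors filtered single-end reads of 75 bases on quality, mapped them to mm10 with Bowtie 1.2 at unique positions only and removed duplicates with Picard. For the 2 RUNX1 replicates, the paper gives 8932674 and 15036698 reads after these steps. The replicates were then merged. The authors called peaks on the merged reads with HOMER 4.9, set each peak to 300 bp around its midpoint and kept those enriched over input and over the surrounding signal. In the resulting list, the fold enrichment of a peak ran from 4.01 to 358.22 (median 6.41, quartiles 5.02 and 8.89) and its p-value reached at most 2.44e-06, both as given by the authors' peak caller. Because the reads were merged first, no peak has a value per replicate, the number of reads behind a single peak is not known, and the tests at the conclusions compare peaks, sequence windows or genes within this 1 list. Unique mapping leaves out repeated sequence, and the limits on enrichment leave out weaker binding, so a gene without a peak is a gene without binding past these limits. From the peak list onward, each peak was placed by its midpoint on the RefSeq gene models of GRCm38, the assembly also named mm10, searched for binding motifs and assigned to the gene with the nearest TSS, with tied genes kept. Chromosome 11 held 870 peaks, the highest density at 7.13 per Mb, the X chromosome held 207 at 1.21 per Mb, and the Y chromosome of these XX ovaries held 0. The 4 peaks on sequence outside the assembled chromosomes were left out, which left 10490.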

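RUNX1 peaks of the fetal ovary carried the RUNX site far more often than the DNA beside them. The RUNX core TGYGGT, where Y is C or T, lay on either strand in 39.9% of 10485 peaks and in 22.8% of windows of 300 bp placed 1 kb away from the same peaks (exact McNemar test, p = 1.78e-159). It gathered at the middle of the peaks, with 0.250 core starts per 100 peaks per bp in the first 50 bp after the midpoint against a mean of 0.0868 at more than 500 bp. Its share rose with the strength of the peak, from 34.1% of the peaks in the lowest quartile of fold to 53.0% of those in the highest (permutation test, p = 1e-05, the smallest that 100000 permutations can give). The core was also more frequent in distal peaks, 61.1% of the 1673 peaks over 10 kb from any TSS, than in the 7969 peaks within 1 kb of a TSS, where it reached 34.25% (odds ratio near against far 0.332, Fisher's exact test, p = 9.51e-91). The peaks near a TSS had a mean GC content of 67.2% and the distal peaks of 54.8%, and within 20 bins of GC content, an adjustment chosen after seeing the data, the odds ratio was 0.747. Against windows of equal GC content from the same chromosome, the share in peaks was 2.08 times that in controls. The 2 forms of the core parted: TGCGGT, which holds a CpG, lay in 23.7% of peaks and 3.84% of flanking windows, whereas TGTGGT lay in 19.5% of both (exact McNemar test, p = 0.930). Against the GC-matched windows, both forms were more frequent in peaks, 2.62 times for TGCGGT and 1.71 times for TGTGGT, comparisons chosen after seeing the data.
Of 9 other sites tested, those of ETS factors and of CTCF were the most enriched, at 11.4 and 10.9 times their share in flanking windows and 5.20 and 4.90 times that in GC-matched windows. Other sites depended on the control. The forkhead site, the kind bound by FOXL2, was at 0.373 times the share of the flanking windows and at 1.57 times that of the GC-matched windows, where the adjusted p from exact McNemar tests over the 9 sites was 1.79e-07. GATA sites went from 0.345 to 1.31 times and sites of the nuclear receptors SF1 and LRH-1 from 0.838 to 1.23 times. NFY sites went from 0.720 to 1.16 times. Sites of TEAD factors, the DNA-binding partners of the Hippo pathway, were at 0.731 times the flanking share and did not pass the test against GC-matched windows (1.06 times, adjusted p = 0.293, exact McNemar test). Nor did either of the shuffled RUNX cores, at 1.04 and 0.981 times. Against the flanking windows, however, these control cores were at 0.963 and 0.821 times, the second of them past the test (adjusted p = 7.18e-21, exact McNemar test), so ratios of this size to the flanks also arise without a site.

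**Figure D1:**
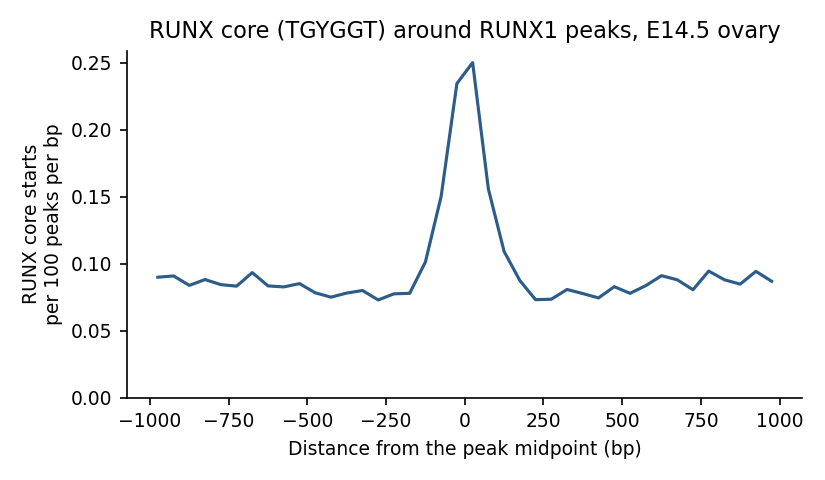
Starts of the RUNX core TGYGGT on either strand, per 100 peaks per bp, against the distance from the peak midpoint in bp, in bins of 50 bp over 10490 RUNX1 peaks of E14.5 ovaries. The line reaches 0.250 beside the midpoint and runs at a mean of 0.0868 beyond 500 bp.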

The top de novo motif identified in RUNX1 ChIP-seq (*p* < 1e − 559) matched the RUNX motif^47^ (Fig. 8b) and corresponded to the motif that was co-enriched with FOXL2 in FOXL2 ChIP-seq (Fig. 8a). 

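RUNX1 peaks in the fetal ovary clustered at the starts of genes. The midpoint of 32.4% of the 10490 placed peaks lay in a promoter, less than 1 kb upstream of a TSS, against a mean of 1.21% for 300 bp windows placed at random on the same chromosomes. Another 31.1% lay in exons (2.93% at random), and 3587 peaks covered a TSS. Introns held 23.9% of peaks (38.4% at random) and sequence farther than 10 kb from any gene 7.67% (46.8% at random). Each of these differences had p = 0.020, two-sided, the smallest that 100 random placements can give in such a permutation test.
The stretch from 1 to 10 kb upstream of a TSS held 2.94% of peaks (5.89% at random) where exons and introns of other transcripts had priority over it. It held 12.3% (9.32% at random), with 25.2% in exons and 20.5% in introns, where it had priority over them, an order chosen after seeing the data. The stretch downstream of a transcript end held 2.08% (4.72% at random). The promoter share was 50.0% when any overlap of the 300 bp peak counted and 17.7% when exons and introns had priority over promoters.
The highest folds were at Kmt2a, a histone methyltransferase gene, with a peak at chromosome 9 from 44881355 to 44881654, 66 bp upstream of its TSS (fold 358.22), at Zc3h4, with a peak 1075 bp upstream (fold 180.50), and at Myl6, a myosin light chain gene, with a peak 54 bp upstream (fold 144.40). A fold of at least 8 was reached by 3374 of the 10494 peaks and a p-value under 1e-20 by 3526. No peaks overlapped each other.

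**Figure D2:**
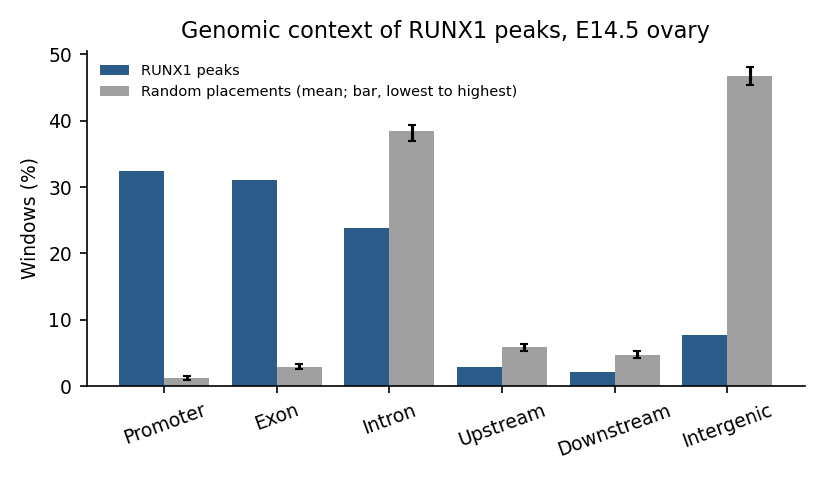
Share of windows in percent in each genomic context, for RUNX1 peaks of E14.5 ovaries and for 100 random placements of as many windows of 300 bp (bar, mean; error bar, lowest to highest). Peaks exceed the random placements in promoters (32.4% against 1.21%) and exons (31.1% against 2.93%) and lie under them in the other contexts.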

A total of 10,494 RUNX1-binding peaks were identified in the fetal ovary, with the majority of the peaks located either in the gene body (Fig. 8c; 25% exon and 22% intron) or close upstream of the transcription start site (TSS) (30% Promoter: < 1 kb of TSS; 12% Upstream: −10 to −1 kb of TSS). Comparison of genome-wide chromatin binding of RUNX1 and FOXL2 in the fetal ovary revealed significant overlap: 54% (5619/10,494) of RUNX1 peaks overlapped with FOXL2 peaks (Fig. 8d).

**Fig. 8:**
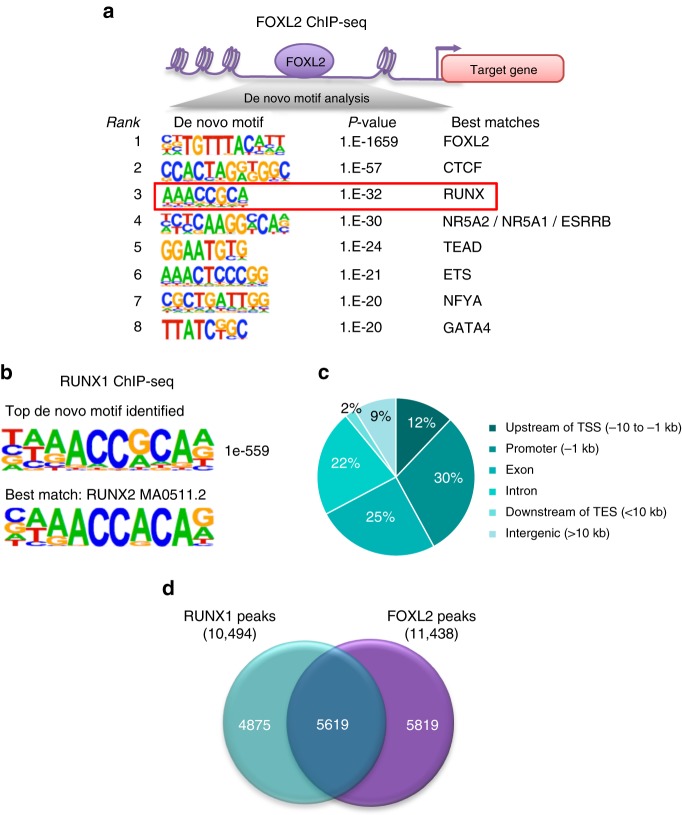
RUNX1 and FOXL2 exhibit overlaps in chromatin binding in fetal ovaries. **a** de novo motif analysis of FOXL2 peaks identifies enrichment of RUNX motif along with FOXL2 motif in E14.5 ovaries. **b** The top de novo motif for RUNX1 ChIP-seq in E14.5 ovaries corresponds to a RUNX motif. **c** Distribution of genomic location of the 10,494 RUNX1-binding peaks. TSS, transcription start site; TES, transcription end site. **d** Comparison of RUNX1 (10,494 peaks) and FOXL2 (11,438 peaks) chromatin occupancy in E14.5 ovaries

The transcriptomic data from *Runx1/Foxl2* DKO ovaries provided us a list of genes significantly changed as a result of the absence of *Runx1*, *Foxl2*, or both (Fig. 7). To identify potential direct target genes of RUNX1 or/and FOXL2, we focused on the 918 genes differentially expressed in *Runx1/Foxl2* DKO ovaries and determined which genes were nearest to RUNX1 or/and FOXL2-binding peaks (Fig. 9a and Supplementary Data 7). 

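Genes that changed in Runx1/Foxl2 DKO ovaries, both directions taken together, were nearest to a RUNX1 peak more often than other genes. The paper's DKO genes and fold changes come from arrays of newborn gonads, whereas the peaks are from ovaries at E14.5. Of 848 DKO genes found in the gene models, 387 (45.6%) were the gene nearest to at least 1 peak. Random lists of genes whose TSSs have as much surrounding territory gave a mean of 314.5 (95% of lists between 287 and 341), which puts the DKO genes at 1.23 times the random count (permutation test, p = 0.0001, the smallest that 10000 lists can give). Among protein-coding genes alone, the ratio was 1.09 (permutation test, p = 0.0134). By direction, 52.9% of the downregulated and 37.2% of the upregulated genes were nearest to a peak, against a mean of 37.1% in the random lists. Among protein-coding genes alone, these shares were 56.2% and 41.4%, against 45.3%. By nearest TSS, the excess thus lay with the downregulated genes. It did so too when every TSS within 10 kb of a peak counted, with 53.1% and 35.95% against 38.5%. Within 50 kb, however, both directions lay above the random mean, with 65.2% and 63.0% against 54.5%. The random lists were matched to both directions pooled, and neither direction was tested against random lists of its own. Of the 10 genes with the largest fall in the DKO in the paper's tables, Fst, the gene of the activin antagonist follistatin, Ryr2, the gene of a calcium channel of the endoplasmic reticulum, and Chst9, the gene of a sulfotransferase, were nearest to peaks, and 1 had no match in the gene models. The genes without a peak included Col8a1, the gene of a collagen chain, at the paper's DKO fold change of -43.91, and Akr1c18, the gene of a progesterone-degrading enzyme, at -9.31. Of the 10 genes with the largest rise, Cdkn1a, a cell cycle inhibitor gene, had 2 peaks in its first intron with folds of 4.76 and 6.11. Efhd1, a mitochondrial calcium sensor gene, had a peak in exon 1 (fold 6.94) and another in intron 1 (fold 15.55), and Prkg2, a protein kinase gene, had a peak 38 bp from its TSS (fold 7.40). The Sertoli cell gene Dhh and the muscle genes Myh8 and Myl1 were nearest to no peak. The background was all 26180 genes with curated RefSeq transcripts and not the genes of the array. It includes genes such as the olfactory receptors, of which 8 of 1110 were nearest to a peak. Whether the excess of DKO genes holds against genes expressed in the ovary was not tested. Of 917 gene symbols, 62 had no match. The paper's list names 376 DKO genes nearest to RUNX1 peaks, and 369 genes were found both there and here.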

More than 50% of these genes (492/918; Fig. 9a) were the closest gene to RUNX1 or/and FOXL2 peaks. Some of these genes were nearest to only FOXL2 peaks (116 genes in Fig. 9a). For example, *Pla2r1*, a transcript enriched in pre-granulosa cells^40^ and similarly downregulated in both *Foxl2* KO and *Runx1/Foxl2* DKO fetal ovaries (Fig. 9b), contained two FOXL2-specific peaks, one in the promoter and one in the first intron. On the other hand, 102 genes (Fig. 9a) had RUNX1-specific peaks near their genomic locations. For instance, *Ryr2*, another transcript enriched in pre-granulosa cells^40^, was strongly downregulated in both *Runx1* KO and *Runx1/Foxl2* DKO fetal and newborn ovaries (Figs. 7i and 9c), and contained one RUNX1-specific peak in its intronic region. 

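Pla2r1, the gene of a phospholipase A2 receptor, spans chromosome 2 of mm10 from 60417543 to 60553308 on the reverse strand and has 30 exons. It was nearest to 0 RUNX1 peaks, and no peak lay within 50 kb of its TSS or was nearest to its gene body. Col8a1 and Wnt4, which the paper's list also places nearest to FOXL2 peaks only, were likewise nearest to 0 RUNX1 peaks. Of the 116 genes in that list, 2 were nearest to a RUNX1 peak here. They are named after their values were seen: Robo2, an axon guidance receptor gene, with peaks at chromosome 16 from 75343591 to 75343890 (fold 17.59) and from 75344283 to 75344582 (fold 21.29), both over 100 kb from its TSS, and Zbtb7c, a zinc finger gene, with a peak 10620 bp from its TSS (fold 8.15). FOXL2 peaks were not analysed here.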

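Of the 102 genes that the paper's list places nearest to RUNX1 peaks only, 99 were nearest to a RUNX1 peak here, 46 of them down and 53 up in the DKO. Foxl2 itself was among them, with a peak over its TSS at chromosome 9 from 98955589 to 98955888 (fold 9.05) and another within its single exon, 1127 bp from the TSS (fold 6.48). Neither held a RUNX core. Foxl2 is the gene deleted in the Foxl2 KO and the DKO, where the paper's fold changes for it are -4.12 and -4.67, against -1.14 in the Runx1 KO. Nr5a2, the gene of the nuclear receptor LRH-1, had a peak in intron 2 (fold 5.22) and others 118957 bp and 120463 bp from its TSS (folds 6.35 and 9.72), and both distant peaks held RUNX cores. The upregulated genes Cdkn1a and Prkg2 belonged to the same list. The strongest peak of each of the 99 genes had a median fold of 6.35.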

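Ryr2, the gene of a ryanodine receptor, runs from 11553103 to 12106945 on the reverse strand of chromosome 13 of mm10 and has 105 exons. It was nearest to 2 RUNX1 peaks, both with their midpoints in introns. The first, from 12106217 to 12106516, had its midpoint in intron 1 and reached into exon 1, 429 bp from the TSS, with a fold of 12.65. It held 1 RUNX core, TGTGGT at 12106250 to 12106255, within CCTGCACACATGTGGTGATGCAGACC on the forward strand. The second, from 11836906 to 11837205, lay in intron 12, 269740 bp from the TSS, with a fold of 9.63. It held 2 RUNX cores, at 11836985 to 11836990 (GCTCCCTTCTTGTGGTTTAACCAGGT) and at 11837076 to 11837081 (AACCCCTGCTTGTGGTTTTTCCTTTA). Neither peak held a forkhead site. In the first 972 of the 10494 peaks of Supplementary Data 6, the part used here, the intron 1 peak is marked as overlapping a FOXL2 peak and the intron 12 peak is not included. Ryr2 fell in the Runx1 KO and the DKO by the paper's fold changes of -4.83 and -5.92, against -1.35 in the Foxl2 KO.

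**Figure D3:**
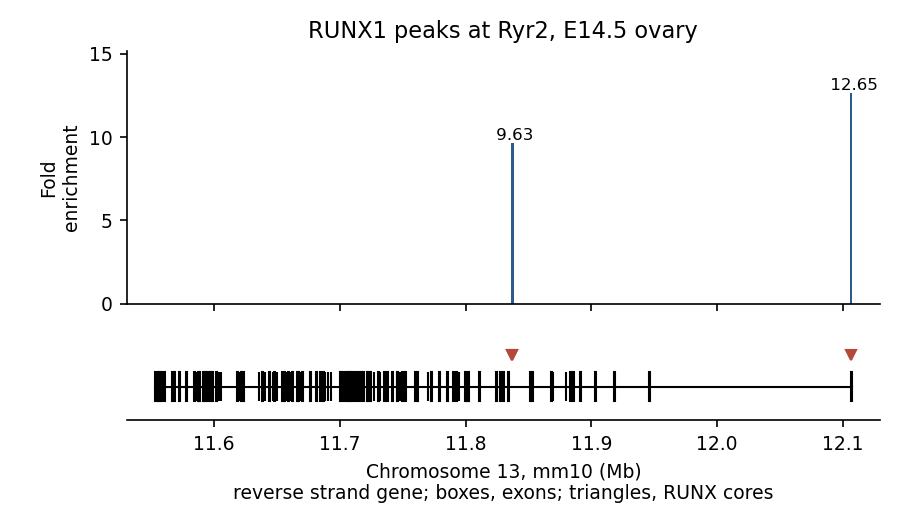
RUNX1 peaks at Ryr2 in E14.5 ovaries, with the position on chromosome 13 in Mb on the horizontal axis and the fold enrichment given by the authors' peak caller as bar height. Boxes are exons and triangles RUNX cores in the peaks. The peaks of fold 12.65 and 9.63 stand in intron 1, at the start of the gene, and in intron 12.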

Finally, 274 genes were the closest genes to the peaks for both RUNX1 and FOXL2, with the majority of them (197 genes) nearest to overlapping peaks for RUNX1 and FOXL2 (Fig. 9a). Most of these genes were downregulated in *Runx1/Foxl2* DKO ovaries (Supplementary Data 7). For instance, the pre-granulosa cell-enriched genes *Fst* and *Itpr2*, both downregulated in *Runx1/Foxl2* single and DKO ovaries (Figs. 7d and 9d), contained common binding peaks for FOXL2 and RUNX1 (Fig. 9a, d). 

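Of the 197 genes that the paper lists nearest to overlapping peaks, 196 were nearest to a RUNX1 peak here, as were 74 of the 77 genes nearest to separate peaks of both factors. RUNX1 peaks at the genes of overlapping peaks were not distinguishably stronger than at the genes of RUNX1 peaks alone. The strongest peak of each gene had a median fold of 6.94 over the 196 genes, a difference of 0.13 on the log2 scale (permutation test, two-sided, p = 0.291). More than 1 RUNX1 peak was nearest to 57 of the 196 genes and to 18 of the 99, a difference that was not tested. The genes of overlapping peaks included Runx2, with a RUNX1 peak in its exon 1, 46 bp from the TSS (fold 5.55), and another in intron 3 (fold 8.79). They also included Foxp1, a forkhead factor gene, with peaks in intron 6 and upstream of the gene (fold 4.32 each), and Pdgfc, a growth factor gene that rose in the DKO, with a peak in exon 1 (fold 15.74). The counts rest on the paper's own gene classes, since FOXL2 peaks were not used here.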

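Down in the DKO was the more common direction near RUNX1. Of the 454 downregulated DKO genes found in the gene models, 240 (52.9%) were nearest to a RUNX1 peak, against 147 of the 395 upregulated genes (37.2%; odds ratio 1.89, 95% interval 1.44 to 2.49, Fisher's exact test, p = 5.11e-06). A peak within 1 kb of the TSS was found for 215 of 453 downregulated and 106 of 394 upregulated genes (odds ratio 2.45, 95% interval 1.84 to 3.28). A peak over 10 kb from the TSS was found for 53 and 39 of them (odds ratio 1.21, 95% interval 0.779 to 1.87), and this split by distance was chosen after seeing the data, without a test of the near odds ratio against the far one. Among the genes of overlapping peaks, 145 of 196 were down, against 46 of the 99 genes of RUNX1 peaks alone (odds ratio 3.28, Fisher's exact test, p = 5.11e-06, a comparison chosen after the paper's lists had been read). When every TSS within 50 kb of a peak counted, 65.2% of the downregulated and 63.0% of the upregulated genes had a peak (odds ratio 1.10, Fisher's exact test, p = 0.519). With the 170 and 113 genes changed at least 2-fold in the DKO, the odds ratio was 1.50 (Fisher's exact test, p = 0.112).

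**Figure D4:**
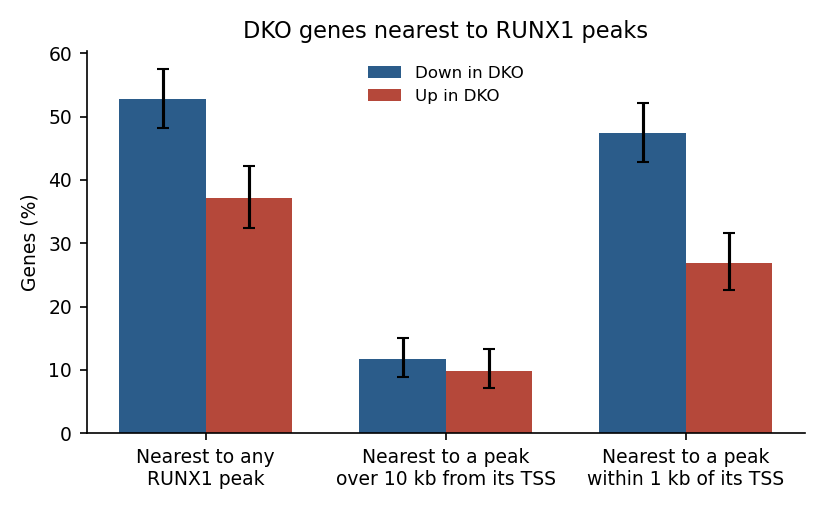
Share in percent of genes down (454, or 453 for the split by distance) and up (395, or 394) in the DKO that were nearest to any RUNX1 peak, to a peak over 10 kb from their TSS and to a peak within 1 kb of it. Error bars are 95% exact binomial intervals over genes. For peaks within 1 kb of the TSS, the shares are 47.5% of downregulated and 26.9% of upregulated genes.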

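Itpr2, the gene of a receptor for inositol trisphosphate that releases calcium from the endoplasmic reticulum, spans chromosome 6 of mm10 from 146108299 to 146502223 on the reverse strand and has 56 exons. It was nearest to 3 RUNX1 peaks. A peak from 146501842 to 146502141 lay in exon 1, 82 bp from the TSS, with a fold of 4.88 and no RUNX core. A peak from 146461067 to 146461366 lay in intron 2 with a fold of 6.17. It held a RUNX core on the reverse strand at 146461277 to 146461282, ACCACA on the forward strand, within TACCATGAAAACCACAGACTATAAAC. It also held a forkhead site, TATTTAC, at 146461263 to 146461269, within GAAATTGCTGTATTTACCATGAAAACC. A peak from 146221428 to 146221727 lay in intron 44 with a fold of 4.38 and a RUNX core at 146221551 to 146221556. The paper's fold changes for Itpr2 are -1.73 in the DKO, -1.42 in the Foxl2 KO and -1.56 in the Runx1 KO.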

For *Fst*, this binding of RUNX1 and FOXL2 was located in its first intron, in the previously identified regulatory region that contributes to its expression^42,48^. On the other hand, Sertoli cell -enriched gene *Dmrt1*, which was strongly upregulated in *Runx1/Foxl2* DKO (Figs. 5 and 7i), contained a common binding site for FOXL2 and RUNX1 near its promoter (Fig. 9a). 

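Fst lies on chromosome 13 of mm10 from 114452262 to 114458951 on the reverse strand and has 6 exons. RUNX1 had 2 peaks there. The peak in intron 1 ran from 114457221 to 114457520, 1431 bp from the TSS, with a fold of 5.05, which ranked it 7762 by fold, and it held no RUNX core and no forkhead site. Supplementary Data 6, in the part used here, marks it as overlapping a FOXL2 peak. The other peak ran from 114458677 to 114458976 over exon 1 and the TSS, with a fold of 35.17 that ranked it 67. This peak is not included in that part, so whether it overlaps a FOXL2 peak is not known here. It held the RUNX core TGCGGT at 114458781 to 114458786, within CTCCGAGGTTTGCGGTGGGCGGTCTC on the forward strand. The paper's fold changes for Fst are -6.28 in the DKO, -2.28 in the Foxl2 KO and -2.21 in the Runx1 KO.

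**Figure D5:**
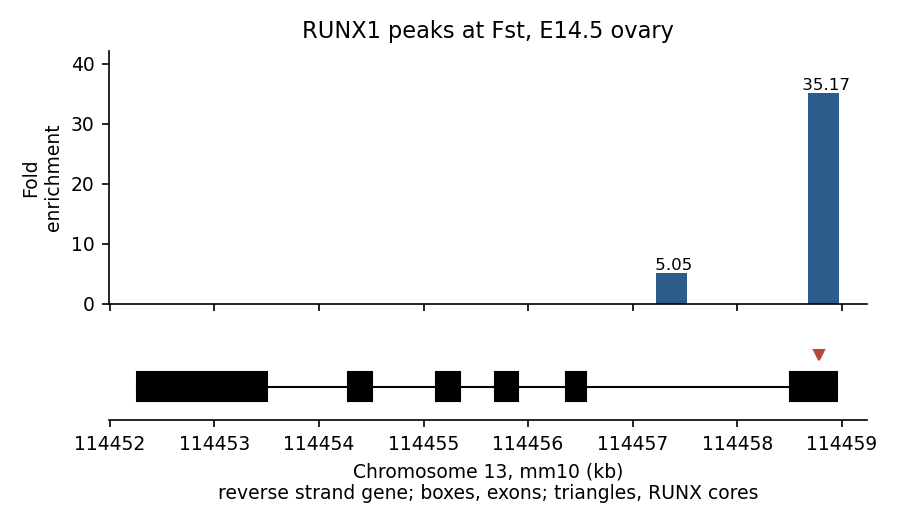
RUNX1 peaks at Fst in E14.5 ovaries, with the position on chromosome 13 in kb on the horizontal axis and the fold enrichment given by the authors' peak caller as bar height. Boxes are exons and the triangle is the RUNX core. The peak of fold 35.17 covers exon 1 at the start of the gene, and that of fold 5.05 stands in intron 1.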

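Dmrt1, the gene of a transcription factor that maintains Sertoli cell fate, runs from 25505706 to 25604328 on the forward strand of chromosome 19 of mm10 and has 5 exons. It was nearest to 3 RUNX1 peaks. The strongest, from 25505910 to 25506209 in exon 1, lay 204 bp from the TSS with a fold of 9.02 and held no RUNX core. A peak from 25545623 to 25545922, with its midpoint in intron 2 and its end in exon 3, had a fold of 6.29 and held a RUNX core on the reverse strand at 25545774 to 25545779 (ACCACA on the forward strand, within CTGCCCCTTAACCACATCTTTTTATT). Another, from 25406808 to 25407107, lay 98599 bp upstream with a fold of 5.14 and a RUNX core at 25407030 to 25407035. Supplementary Data 6, in the part used here, marks the exon 1 peak and the upstream peak as overlapping FOXL2 peaks. The intron 2 peak is not included in that part. The nearest TSS to the upstream peak is that of Dmrt1, and with gene bodies in place of TSSs it is assigned elsewhere, which leaves 2 peaks at Dmrt1. Of the other Sertoli cell genes that the paper names, Fgf9 was nearest to 2 peaks over 200 kb downstream of its TSS (folds 9.46 and 11.72), Amh to 1 peak in exon 5 (fold 4.86), and Sox9, Dhh and Nr5a1 to 0. The count stayed at 0 for Nr5a1 under every rule, and the others depend on the rule: with every TSS within 50 kb of a peak, Fgf9 had 0 peaks, Amh 3, Sox9 1 and Dhh 4, and with protein-coding genes only, Sox9 had 3. The paper's DKO fold change for Dmrt1 is 3.76. From partly shared occupancy, expression in the same cells, common genes affected and the masculinized DKO gonads taken as a whole, the paper proposes a model in which RUNX1 and FOXL2 share chromatin regions that control whether pre-granulosa cells keep their identity.

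**Figure D6:**
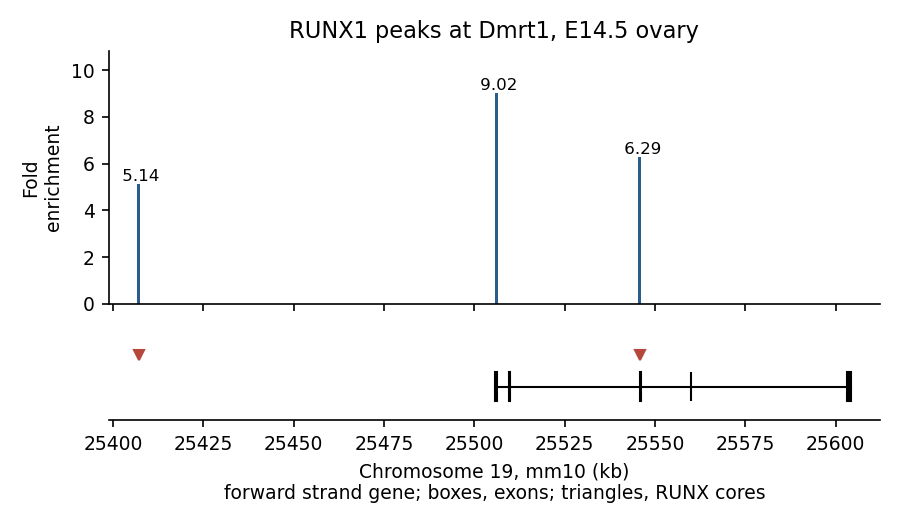
RUNX1 peaks at Dmrt1 in E14.5 ovaries, with the position on chromosome 19 in kb on the horizontal axis and the fold enrichment given by the authors' peak caller as bar height. Boxes are exons and triangles RUNX cores. The peak of fold 9.02 stands at exon 1, and those of fold 5.14 and 6.29 lie upstream of the gene and in intron 2.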

Taken together, our results reveal that RUNX1, a transcription factor expressed in the fetal ovary of various vertebrate species, contributes to ovarian differentiation and maintenance of pre-granulosa cell identity through an interplay with FOXL2 that occurs at the chromatin level.

**Fig. 9:**
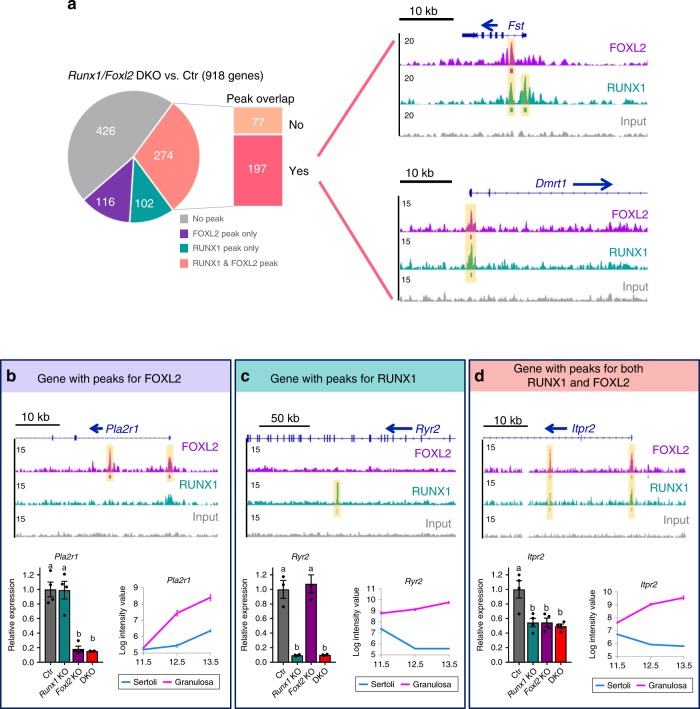
Identification of potential direct target genes for RUNX1 and/or FOXL2. **a** Pie-chart identifying the genes significantly changed in XX *Runx1/Foxl2* DKO gonads that are nearest to peaks for FOXL2 and/or RUNX1. Genome browser view of two key genes significantly changed in XX *Runx1/Foxl2* DKO gonads and bound by RUNX1 and FOXL2 in E14.5 ovaries. Blue arrows: gene orientation; orange highlighted area: significant binding peaks identified by HOMER. **b**–**d** Examples of genes affected in XX *Runx1/Foxl2* DKO gonads and bound by FOXL2 or/and RUNX1. For each gene, we show the genome browser view of RUNX1 and/or FOXL2 binding in E14.5 ovaries, the gene expression by quantitative PCR in XX *Runx1/Foxl2* single and double knockouts gonads at E15.5 (*n* = 4/genotype; mean ± SEM; one-way ANOVA, *p* < 0.05.; bars with different letters (**a**, **b**) are significantly different) and the gene expression in fetal Sertoli and granulosa cells from E11.5 to E13.5^40^. Source data are provided as a Source Data file

## Discussion

The molecular events that specify pre-granulosa cell fate are complex and nonlinear, involving several signaling pathways that have redundant and complementary functions. This is in contrast to the fetal testis, where the molecular pathway driving its differentiation appears linear and sequential. Removal of one of the top pieces in the testis differentiation pathway has a domino effect that prevents induction of downstream events. This is exemplified by the complete gonadal sex reversal in gain- or loss-of-function mouse models for SRY or SOX9, the two transcription factors responsible for the initiation of the testis morphogenesis^29,36,49^. This is not the case in the mouse ovary, where no single-gene loss/mutation results in a complete ovary-to-testis sex reversal. For instance, defects in the WNT4/RSPO1/β-catenin pathway or loss of *Foxl2* causes a late or postnatal partial ovary-to-testis sex reversal, whereas the combined loss of *Foxl2* and elements of the WNT4/RSPO1/β-catenin pathway (*Wnt4* or *Rspo1*) leads to ovary-to-testis sex reversal more pronounced than each single KO model in the mouse^9,10^. In this study, we demonstrated that *Runx1* contributes to the molecular network controlling pre-granulosa cell differentiation. Loss of *Runx1* in somatic cells of the ovaries altered ovarian transcriptome but did not affect ovarian morphogenesis during fetal development. In contrast, combined loss of *Runx1* and *Foxl2* compromised pre-granulosa cell identity. Loss of *Runx1* or *Foxl2* affected common sets of genes, suggesting some redundancy in their functions in the fetal ovary. These transcriptomic changes were enhanced in the absence of both genes, reaching a threshold that masculinized the fetal ovary. Based on the phenotypic and transcriptomic analyses, we propose that FOXL2 is the dominant player and RUNX1 acts as a supporting player. For instance, global KO of *Foxl2* in XX gonads results in postnatal sex reversal^6^, whereas the XX *Runx1* single KO has no such impacts. In addition, loss of *Foxl2* leads to transcriptomic changes more prominent than loss of *Runx1* in newborn ovaries, even though they affect common sets of genes. However, the additional loss of *Runx1* amplifies the transcriptomic changes caused by the loss of *Foxl2*, resulting in fetal masculinization. One of the most striking changes in *Runx1/Foxl2* DKO ovaries is the expression of DMRT1 in the fetal supporting cells. DMRT1 is a key driver of Sertoli cell differentiation and testis development in various species^16,21^. In the fly, *doublesex* (*dsx*), an ortholog of mammalian *DMRT1*, controls testis differentiation^16^. Intriguingly, *runt*, the fly ortholog of *RUNX1*, tips the balance toward ovarian determination by antagonizing the testis-specific transcriptional regulation of *dsx*^22^. In the mouse, testis differentiation is not controlled by DMRT1 but by SOX transcription factor SRY and its direct target SOX9. However, RUNX1 does not appear to contribute to the repression of the key pro-testis gene *Sox9* in the fetal ovary and SOX9 protein was not detected in *Runx1/Foxl2* DKO ovary at birth. This is in contrast with the phenotype of *Wnt4/Foxl2* DKO newborn ovaries where SOX9 was upregulated, and as a consequence the ovaries were more masculinized^10^. Overall, our findings suggest that slightly different pro-ovarian networks control the repression of the evolutionary conserved pro-testis genes *Sox9* and *Dmrt1*: *Sox9*, which plays a primary role in Sertoli cell differentiation in the mouse, is repressed by an interplay between the WNT4/RSPO1/β-catenin and FOXL2^9,10^. On the other hand, *Dmrt1*, which has taken a secondary role in Sertoli cell differentiation in the mouse, is repressed by an interplay between RUNX1 and FOXL2. The fact that RUNX1 does not appear to control *Sox9* may be the reason why RUNX1 only plays a secondary role in granulosa cell differentiation/maintenance, in contrast to the dominant roles of the WNT pathway and FOXL2. It would be interesting to determine the role of RUNX1 in species for which DMRT1 plays a more prominent role in initiation of differentiation of the testis.

Seeking the mechanisms underlying the interplay between RUNX1 and FOXL2 in the regulation of pre-granulosa cell identity, we identified that RUNX DNA-binding motif is significantly co-enriched with FOXL2 motif in genomic regions bound by FOXL2 in the fetal ovary. The fact that RUNX1 genome-wide chromatin occupancy partially overlaps with FOXL2 in the fetal ovary, that RUNX1 and FOXL2 are expressed in the same cells at the time of the ChIP-seqs, that their loss affects common set of genes, and that the DKO results in gonad masculinization, altogether support the model in which RUNX1 and FOXL2 jointly occupy common chromatin regions that control the maintenance of pre-granulosa cell identity. By themselves, RUNX proteins are weak transcription factors and they require other transcriptional regulators to function as either repressors or activators of transcription^26^. Interplay between RUNX1 and several members of the forkhead transcription factor family has been documented in different tissues. For instance, RUNX1 is a co-activator of FOXO3 in hepatic cells^50^. Similarly, an interplay between RUNX1 and FOXO1/FOXO3 was demonstrated in breast epithelial cells where a subset of FOXO target genes were jointly regulated with RUNX1^51^. Another forkhead protein, FOXP3, acts with RUNX1 to control gene expression in T cells^52^ and breast epithelial cells^53^. Such cooperation in various tissues suggest that the interplay between RUNXs and forkhead transcription factors maybe an evolutionary conserved phenomenon. It would be interesting to determine whether the forkhead protein FOXL2 is also able to physically interact with RUNX1 in the fetal ovaries and how this interaction occurs. Our data and single-cell sequencing data^27^ demonstrate that RUNX1 starts to be expressed in the supporting cells earlier than FOXL2. In other tissues, it was demonstrated that RUNX1 can function as a pioneer factor that allows chromatin remodeling and recruitment of other factors to control gene expression and cell fate^54^. Therefore, it is possible that RUNX1 is first recruited to chromatin regions and the presence of RUNX1 facilitates the recruitment of FOXL2 to maintain pre-granulosa cell identity. Finally, in addition to the genes co-regulated by FOXL2 and RUNX1, we identified genes that were specifically mis-expressed in the absence of *Runx1* but not *Foxl2*. Genome-wide analyses of RUNX1 binding in the fetal ovary also identified genomic regions bound by RUNX1 but not FOXL2. These results suggest that RUNX1 could also contribute to ovarian development or function independently of FOXL2.

RUNX1 contributes to cell-fate determination in various developmental processes such as hematopoiesis and hair follicle development. Depending on its interplay with other signal transduction pathways or co-factors, RUNX1 controls which path the precursor cells take when they are at the crossroad between cell proliferation/renewal and lineage-specific commitment^25^. We discovered that *Runx1* has an ovary-biased expression during gonad differentiation in various vertebrate species, including turtle, rainbow trout, goat, mouse, and human. In mouse embryonic gonads, *Runx1* is first detected in the supporting cells in a non-sexually dimorphic way at the onset of sex determination. Although its expression is maintained in the ovary, *Runx1* appears to be actively repressed in the testis between E11.5 and E12.5 as the supporting cells commit to Sertoli cell fate. The suppression of *Runx1* in the fetal testis is corroborated by previously published data from a time-course transcriptomic analysis during early gonad development^55^ and single-cell sequencing analysis of SF1+ progenitor cells^27,56^. The time course of Sertoli cell differentiation at the single-cell level revealed that *Runx1* follows a similar spatiotemporal pattern of expression with *Sry*^56^. In the mouse, *Sry* expression in Sertoli cells is quickly turned off after the initiation of testis differentiation and it is suspected that the repression of *Sry* is due to a negative feedback loop by downstream pro-testis genes. The similar pattern of downregulation of *Runx1* in the testis after E11.5 raises the possibility that *Runx1* is downregulated by a similar signaling pathway. Regulation of *Runx1* gene expression is complex and several enhancers that confer tissue-specific expression have been identified^57^. It remains to be determined how *Runx1* expression is controlled in the gonads and how it is actively repressed in the fetal testis.

In contrary to the testes, fetal ovaries maintain expression of *Runx1* in the supporting cells as they differentiate into pre-granulosa cells. During ovarian differentiation, granulosa cells arise from two different waves: the first cohort of granulosa cells arises from the bipotential supporting cell precursors that differentiate into either Sertoli cells or pre-granulosa cells during sex determination^58^. The second wave of granulosa cells that eventually populate the cortical region of the ovary appears later in gestation. This second wave arises from LGR5+ cells of the ovarian surface epithelium that ingress into the ovary from E15.5 to postnatal day 4 and eventually become LGR5-/FOXL2+ granulosa cells^30,31^. This timing of establishment of the second cohort of granulosa cells correlates with the expression of *Runx1-*EGFP in a subset of cells in the surface epithelium and in granulosa cells of the ovarian cortex at E16.5 and birth. These results suggest that *Runx1* also marks granulosa cell precursors that will give rise to the second wave of FOXL2+ granulosa cells in the cortex. Therefore, both expression at onset of sex determination and at the surface epithelium/cortex at the time of the second wave of granulosa cells recruitment suggest that *Runx1* is activated in cells that are primed to become supporting/granulosa cells.

Multiple transcription factors often form complex genetic regulatory networks that control cell-fate determination. Genomic sequence motifs or cis-regulatory elements for the supporting cell lineage in the testis were identified by combined analyses of SOX9 and DMRT1 ChIP-seq, and by motif prediction^59^. These “Sertoli cell signatures” are composed of binding motifs for transcription factors critical for Sertoli cell differentiation, including SOX9, GATA4, and DMRT1. These Sertoli cell signatures, present in mammals and other vertebrates, could represent a conserved regulatory code that governs the cascade of Sertoli cell differentiation, regardless of whether it primarily relies on SOX transcription factors such as SRY in mammals or on DMRT1 such as in several vertebrate species. Similarly, one would expect the presence of conserved “granulosa cell signature”  genomic regions that confers granulosa cell differentiation. As FOXL2 is a highly conserved gene in granulosa cell differentiation in vertebrates, we used FOXL2 as an anchor factor to identify other factors that could take part in the regulatory network controlling granulosa cell differentiation/function. Unbiased analyses of the motifs co-enriched with FOXL2 motif in the fetal ovary identified the RUNX motif as one of the most co-enriched motifs. In addition to the RUNX motif, motifs for CTCF, nuclear receptors SF1/LRH-1/ESRRB, and transcription factors TEADs and GATAs were also significantly enriched with FOXL2 consensus motif in FOXL2-bound chromatin regions. For many of these transcription factors, their potential role in gonad differentiation is unknown or limited. For example, the transcription factors of the TEAD family belong to the Hippo pathway, which is involved in the regulation of Sertoli cell gene expression in the fetal gonads^60^. However, the potential involvement of the hippo pathway in granulosa cell differentiation has not been investigated.

In conclusion, we identified RUNX1 as a transcription factor involved in pre-granulosa cell differentiation/maintenance. RUNX1 first delineates the supporting cell lineage and then becomes pre-granulosa cell-specific during gonad development. RUNX1 plays redundant roles with FOXL2 through binding of common chromatin regions and control of common sets of genes to maintain pre-granulosa cell identity in the fetal ovary. Our findings provide insights into the genomic control of granulosa cell differentiation and pave the way for the identification of transcription factors and cis-signatures contributing to the fate determination of granulosa cells and the consequent formation of a functional ovary.

## Methods

### Mouse models

Tg(*Runx1*-EGFP) reporter mouse was purchased from MMRRC (MMRRC_010771-UCD) and CD-1 mice were purchased from Charles River (stock number 022). *Runx1*^+/−^ (B6.129S-*Runx1*^*tm1Spe*^/J) and *Runx1*^*f*/*f*^ (B6.129P2-*Runx1*^*tm1Tani*^/J) mice were purchased from the Jackson Laboratory (stock numbers 005669 and 008772, respectively). *Sf1*-Cre^Tg/Tg^ mice^34^ (B6D2-Tg(Nr5a1-cre)2Klp) were provided by late Dr. Keith Parker and *Foxl2*^+/−^ mice^61^ (B6;129-Foxl2 < tm1Gpil > ) were provided by Dr. David Schlessinger (National Institute on Aging), respectively. *Runx1* KO mice (*Sf1Cre*^*+/Tg*^*; Runx1*^*f/*^^−^) were generated by crossing *Runx1*^*f*/*f*^ females with *Sf1-Cre*^*+/Tg*^*; Runx1*^*+/−*^ males. Controls were *Sf1-Cre*^*+/+*^*; Runx1*^*+/f*^ littermates. *Runx1/Foxl2* DKO mice (*Sf1Cre*^*+/Tg*^*; Runx1*^*f/−*^*; Foxl2*^*−/−*^) were generated by crossing *Runx1*^*f/f*^*; Foxl2*^*+/−*^ females with *Sf1Cre*^*+/Tg*^*; Runx1*^*+/−*^*; Foxl2*^*+/−*^ males. This cross also generated the single KOs for *Runx1* (*Sf1Cre*^*+/Tg*^*; Runx1*^*f/−*^*; Foxl2*^*+/+*^*)* and *Foxl2* (*Sf1Cre*^*+/+*^*; Runx1*^*f/+*^*; Foxl2*^*−/−*^), and control littermates (*Sf1-Cre*^*+/+*^*; Runx1*^*+/f*^*; Foxl2*^*+/+*^). Time-mating was set up by housing female mice with male mice overnight and the females were checked for the presence of vaginal plug the next morning. The day when the vaginal plug was detected was considered embryonic day or E0.5. All experiments were performed on at least four animals for each genotype. All animal procedures were approved by the National Institutes of Health Animals Care and Use Committee, and were performed in accordance with an approved National Institute of Environmental Health Sciences animal study proposal.

### Immunofluorescences

For the Tg(*Runx1*-EGFP) mice, gonads were collected and fixed in 4% paraformaldehyde for 1–2 h at room temperature. Immunofluorescence experiments were performed on whole gonads at E11.5 and E12.5, and on sections for E14.5, E15.5, E16.5, and P0 (birth) gonads. The EGFP was detected in whole-mount gonads by direct fluorescent imaging and an anti-GFP antibody was used for immunofluorescences on sections. For the different KO models, gonads were fixed in 4% paraformaldehyde overnight at 4 °C and immunofluorescence experiments were performed on paraffin sections of E14.5, E15.5, and P0 gonads as previously described^62^. Briefly, the slides were rehydrated and citrate-based antigen retrieval was performed. The samples (slides or whole-mount samples) were blocked in blocking buffer (5% donkey serum/0.1% Triton X-100 in phosphate-buffered saline (PBS)) for 1 h at room temperature. The samples were then incubated overnight at 4 °C in the primary antibodies diluted in blocking buffer. The next day, the samples were washed three times in 0.1% Triton X-100 in PBS and were incubated for 1 h at room temperature in the secondary antibodies diluted in blocking buffer. The samples were then washed and counterstained with DAPI (4′,6-diamidino-2-phenylindole). The antibodies used in this study are listed in Supplementary Table 1. Whole gonads and sections were imaged under a Leica DMI4000 confocal microscope. For all immunofluorescence experiments, at least three independent biological replicates were analyzed and the image presented in the figures were representative of all replicates.

### Real-time PCR analysis in the mouse

For the time-course kinetics of *Runx1* expression, fetal gonads from CD-1 embryos at embryonic day E11.5, E12.5, E13.5, E14.5, E16.5, E18.5, and postnatal day P3 were separated from the mesonephros and snap-frozen. For each stage, three biological replicates were collected, with six gonads/replicate for the E11.5 stage and three gonads/replicate for the other stages. For *Runx1* KO analysis, control and KO ovaries were collected at E14.5 (*n* = 4 biological replicates/genotype). For *Runx1/Foxl2* DKO analysis, control, *Runx1*, and *Foxl2* single and DKO ovaries were collected at E15.5 (*n* = 4/genotype) and P0 (*n* = 5/genotype). For all experiments, total RNA was isolated for each replicate using PicoPure RNA isolation kit (Arcturus, Mountain View, CA). RNA quality and concentration were determined using the Nanodrop 2000c and 300–400 ng of RNA was used for cDNA synthesis with the Superscript II cDNA synthesis system (Invitrogen Corp., Carlsbad, CA). Gene expression was analyzed by real-time PCR using Bio-Rad CFX96TM Real-Time PCR Detection system. Gene expression was normalized to *Gapdh*. The Taqman probes and primers used to detect transcript expression are listed in Supplementary Tables 2 and 3. Data were analyzed using Prism GraphPad Software by unpaired Student’s *t*-test or by ANOVA *p* < 0.05. Values are presented as mean ± SEM.

### *Runx1* expression in other species

For the rainbow trout, *Runx1* expression during gonadal development was assessed by quantitative PCR^63^. Species-specific primers used are listed in Supplementary Table 3. For the red-eared slider turtle, *Runx1* expression during gonadal development was assessed at Female-Promoting Temperature of 31 °C and at Male-Promoting Temperature of 26 °C by RNA-sequencing (RNA-seq)^64^. For the goat, *Runx1* expression during gonadal development was assessed by quantitative PCR and two to three biological replicates were used for each stage of development^65^. Values are presented as mean ± SD. All goat-handling procedures were conducted in compliance with the guidelines on the Care and Use of Agricultural Animals in Agricultural Research and Teaching in France (Authorization number 91–649 for the Principal Investigator, and national authorizations for all investigators. Approval from the Ethics Committee: 12/045). For the human, *Runx1* expression during gonadal development was assessed by RNA-seq. Human fetuses (6–12 GW) were obtained from legally induced normally progressing terminations of pregnancy performed in Rennes University Hospital in France. Tissues were collected with women’s written consent, in accordance with the legal procedure agreed by the National agency for biomedical research (authorization #PFS09-011; Agence de la Biomédecine) and the approval of the Local ethics committee of Rennes Hospital in France (advice # 11–48).

### Microarray analysis

Gene expression analysis of control, *Runx1* KO, *Foxl2* KO, and *Runx1/Foxl2* DKO ovaries was conducted using Affymetrix Mouse Genome 430 2.0 GeneChip® arrays (Affymetrix, Santa Clara, CA) on four biological replicates (one P0 gonad per replicate) for each genotype. Fifty nanograms of total RNA were amplified and labeled as directed in the WT-Ovation Pico RNA Amplification System and Encore Biotin Module protocols. Amplified biotin-aRNA (4.6 μg) was fragmented and hybridized to each array for 18 h at 45 °C in a rotating hybridization. Array slides were stained with streptavidin/phycoerythrin utilizing a double-antibody staining procedure and then washed for antibody amplification according to the GeneChip Hybridization, Wash and Stain Kit, and user manual following protocol FS450-0004. Arrays were scanned in an Affymetrix Scanner 3000 and data were obtained using the GeneChip® Command Console Software (AGCC; Version 3.2) and Expression Console (Version 1.2). Microarray data have been deposited in GEO under accession code GSE129038. Gene expression analyses were conducted with Partek software (St. Louis, Missouri) using a one-way ANOVA comparing the Robust Multichip Average (RMA)-normalized log2 intensities. A full dataset Excel file containing the normalized log2 intensity of all genes for each genotype and a graphic view of their expression is provided in Supplementary Data 2. In order to identify differentially expressed genes, ANOVA was used to determine whether there was a statistical difference between the means of groups and the gene lists were filtered with *p* < 0.05 and fold-change cutoff of 1.5. The heat map was created comparing the genes that were significantly different between control and *Runx1/Foxl2* DKO ovaries. Venn diagrams were generated in Partek by comparing gene symbols between the lists of genes differentially expressed.

### ChIP-seq assays and analysis

Ovaries from E14.5 CD-1 embryos were separated from the mesonephros, snap-frozen, and stored at −80 °C. RUNX1 ChIP-seq experiments and analyses in E14.5 ovaries were performed using the same protocol than FOXL2 ChIP-seq^42^. Two independent ChIP-seq experiments were performed by Active Motif, Inc., using 20–30 μg of sheared chromatin from pooled embryonic ovaries (*n* = 100–120 ovaries/ChIP) and 10 μl of RUNX1 antibody^66^ (provided by Drs Yoram Groner and Ditsa Levanon, the Weizmann Institute of Science, Israel). ChIP-seq libraries were sequenced as single-end 75-mers by Illumina NextSeq 500, then filtered to retain only reads with average base quality score > 20. Reads were mapped against the mouse mm10 reference genome using Bowtie v1.2 with parameter “-m 1” to collect only uniquely mapped hits. Duplicate mapped reads were removed using Picard tools MarkDuplicates.jar (v1.110). The number of uniquely mapped non-duplicate reads for each biological replicate was 8,932,674 and 15,036,698. After merging the replicate datasets, binding regions were identified by peak calling using HOMER v.4.9^67^ with a false discovery rate < 1e − 5. Called peaks were subsequently re-defined as 300mers centered on the called peak midpoints and filtered for a fourfold enrichment over input and over local signal. Genomic distribution of RUNX1-bound regions was determined based on Refseq gene models as downloaded from the UCSC Genome Browser as of 9 August 2017. Enriched motifs were identified using HOMER findMotifsGenome.pl de novo motif analysis with parameter “-size given”. For RUNX1 and FOXL2 ChIP-seq comparisons, binding peaks that had at least 1 bp in common were considered overlapping. Peaks were assigned to the nearest gene based on RefSeq. Gene lists were analyzed for enrichment using the online tool EnrichR^68^. The ChIP-seq data are available in the ReproGenomics Viewer (https://rgv.genouest.org)^69,70^ and Gene Expression Omnibus (GSE128767; http://www.ncbi.nlm.nih.gov/geo/).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Source Data

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Microarray and ChIP-seq data generated in this study have been deposited in the GEO database under accession codes GSE129038 and GSE128767, respectively. The ChIP-seq data are available in the ReproGenomics Viewer (https://rgv.genouest.org). Raw data underlying all reported mean values in graphs are provided in the Source Data File. All other relevant data supporting the key findings of this study are available in the Supplementary Information files. The source data underlying Figs. 1, 4d-e, 4h, 7d-g, 7i-j, and 9b-d are provided as a Source Data file.

# Supplementary material for: RUNX1 maintains the identity of the fetal ovary through an interplay with FOXL2
**Source:** Nat Commun. 2019 Nov 11;10:5116. doi: 10.1038/s41467-019-13060-1
**Supplement:** Supplementary file 1 — Supplementary Information

**RUNX1 maintains the identity of the fetal ovary through an  
interplay with FOXL2**

Nicol *et al.*

Supplementary Information

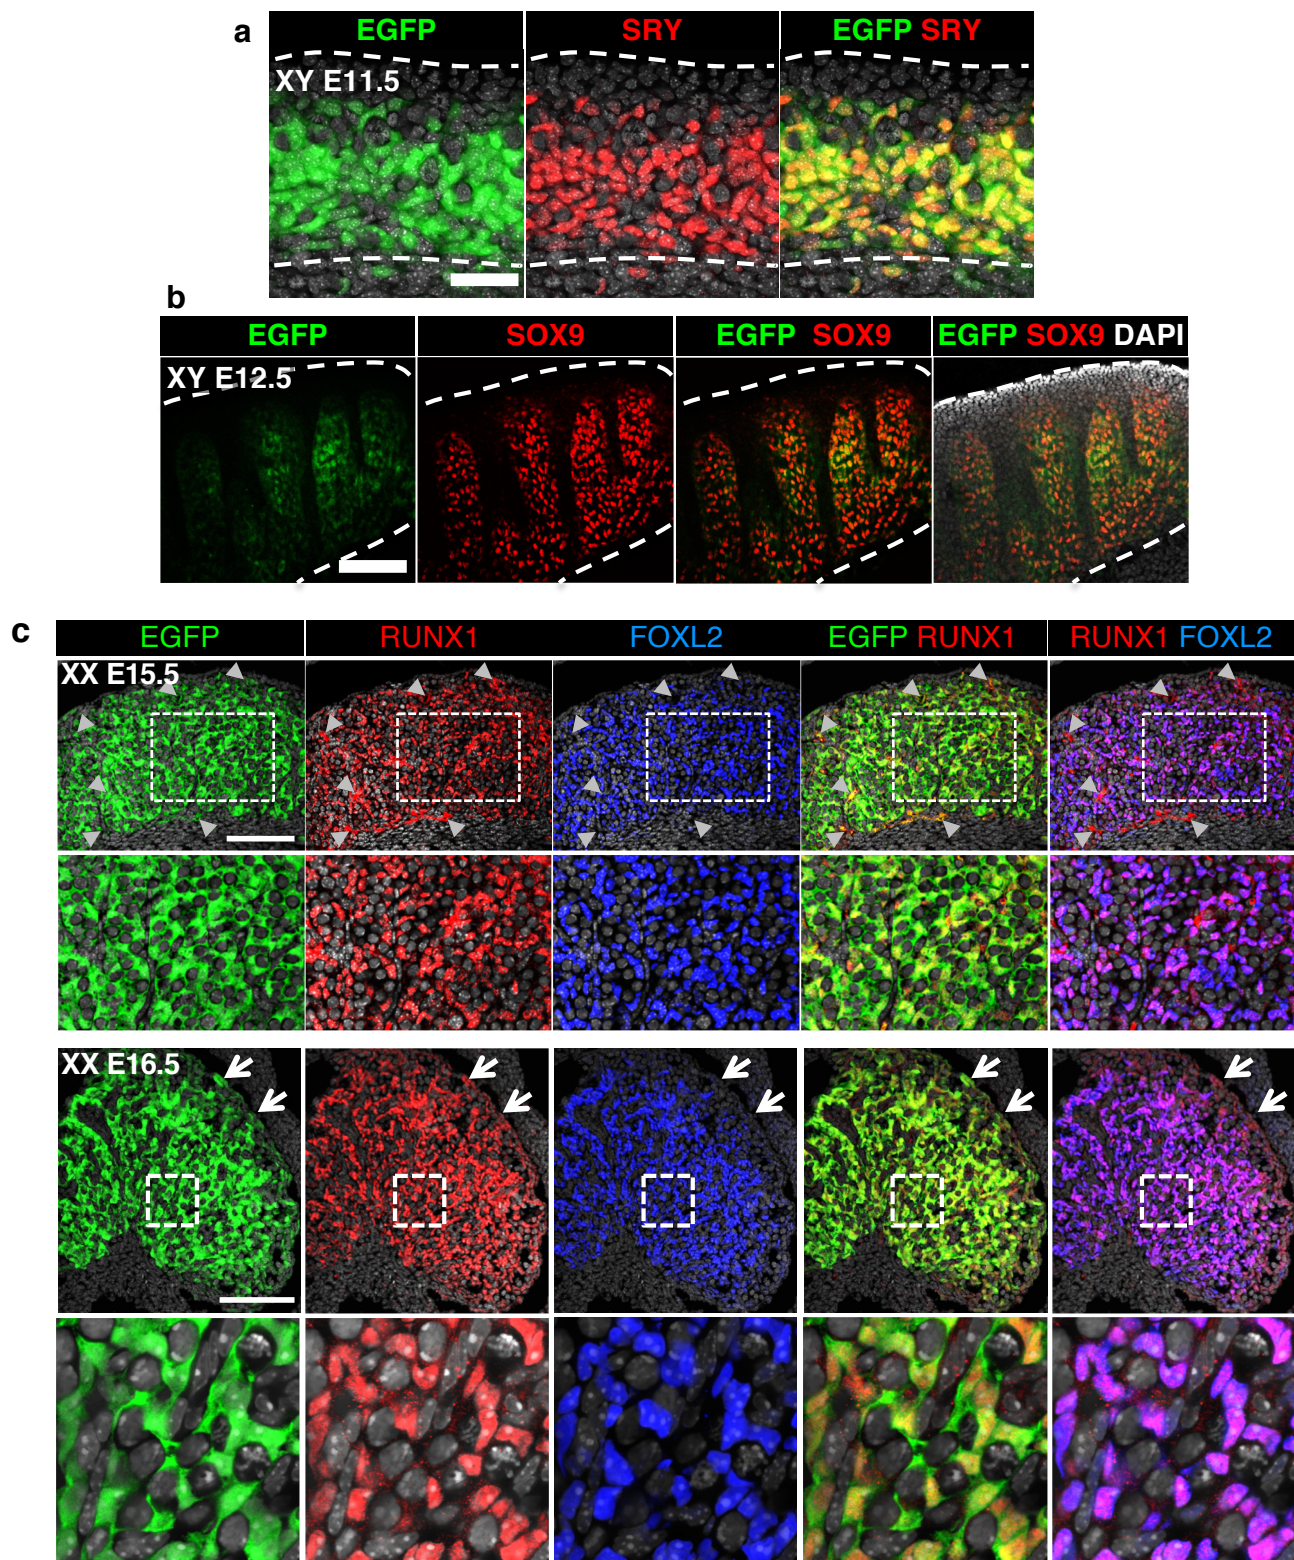

**Supplementary Figure 1: *Runx1* expression in the fetal testis (a-b) and ovary (c).** (a) Whole-mount immunofluorescence for SRY in XY Tg(*Runx1*-EGFP) gonads at E11.5. Scale bar: 50  $\mu$ m. *Runx1*-EGFP is expressed exclusively in SRY+ supporting cells. (b) Whole-mount immunofluorescence for SOX9 in XY Tg(*Runx1*-EGFP) gonads at E12.5. Scale bar: 100  $\mu$ m. Low levels of EGFP are detected in SOX9+ cells. (c) Immunofluorescence for EGFP, RUNX1 and FOXL2 on sections of XX Tg(*Runx1*-EGFP) gonads at E15.5 and E16.5. RUNX1 and FOXL2 are expressed in the same cells at E15.5. Note that some autofluorescence in green and red channels is found in the blood vessels at E15.5 (arrowheads). At E16.5, some GFP+/RUNX1+/FOXL2- cells appear at the cortex (arrows). Scale bars: 100  $\mu$ m. At least 3 independent biological replicates were analyzed, and the images presented in the figures are representative of all replicates.

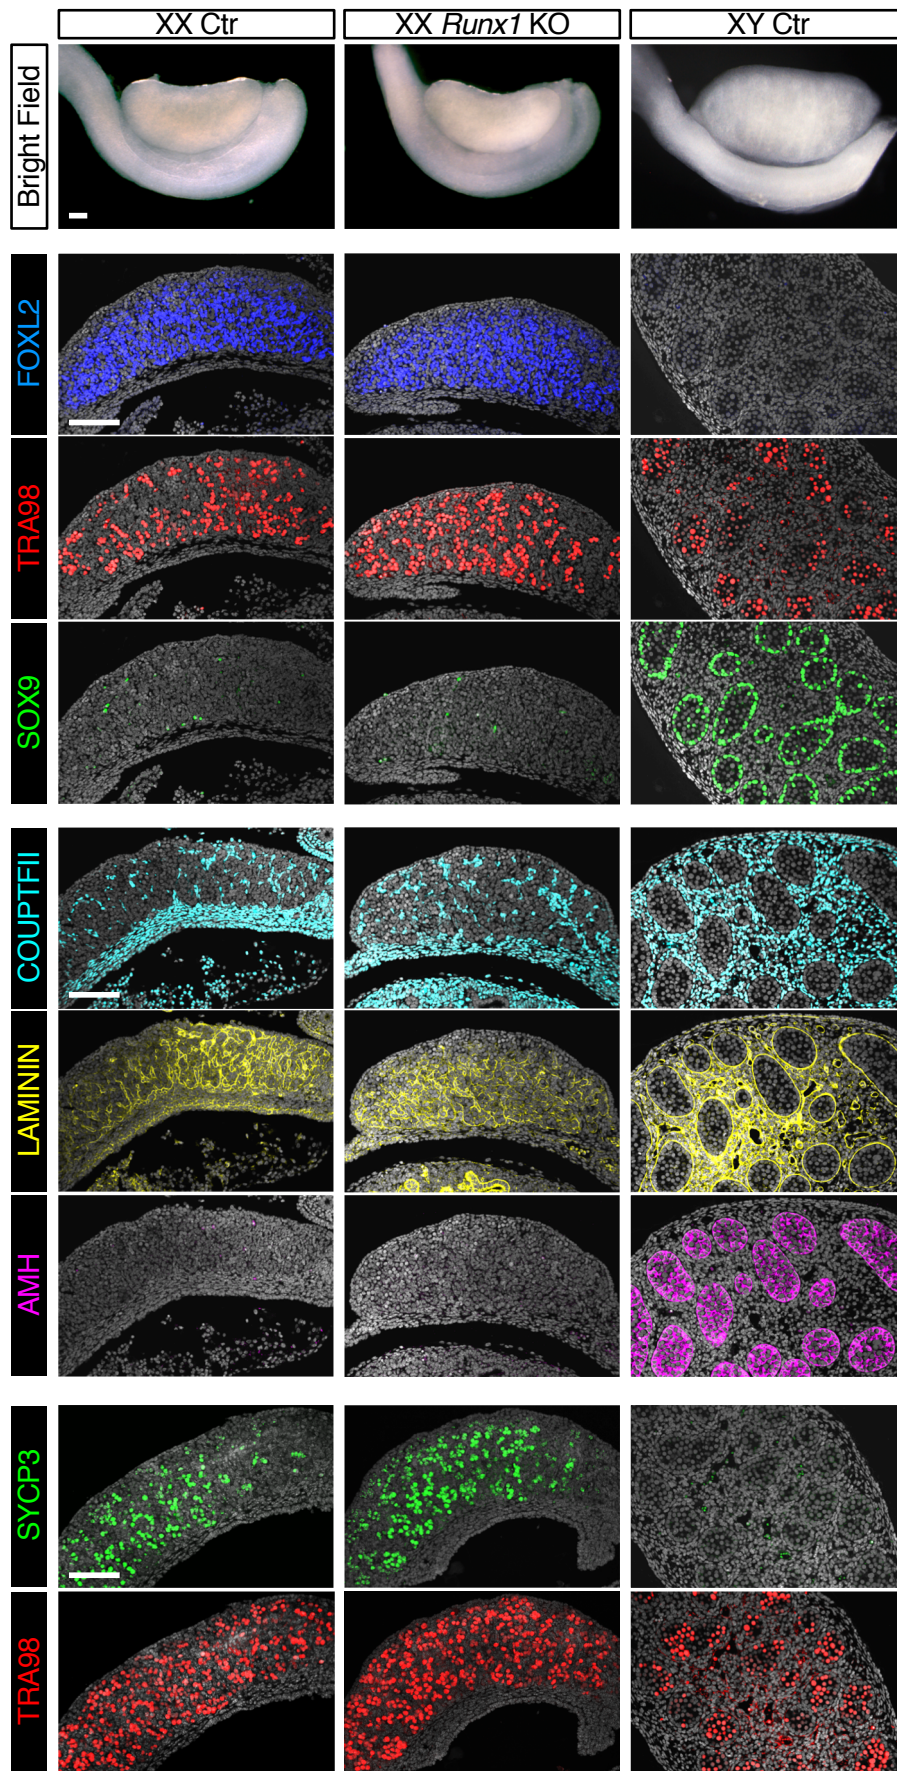

**Supplementary Figure 2: Bright field images of E14.5 gonads and single channel immunofluorescences images for E14.5 XX gonads shown in Fig. 4 a-c.** Scale bars: 100  $\mu$ m. At least 3 independent biological replicates were analyzed, and the images presented in the figures are representative of all replicates.

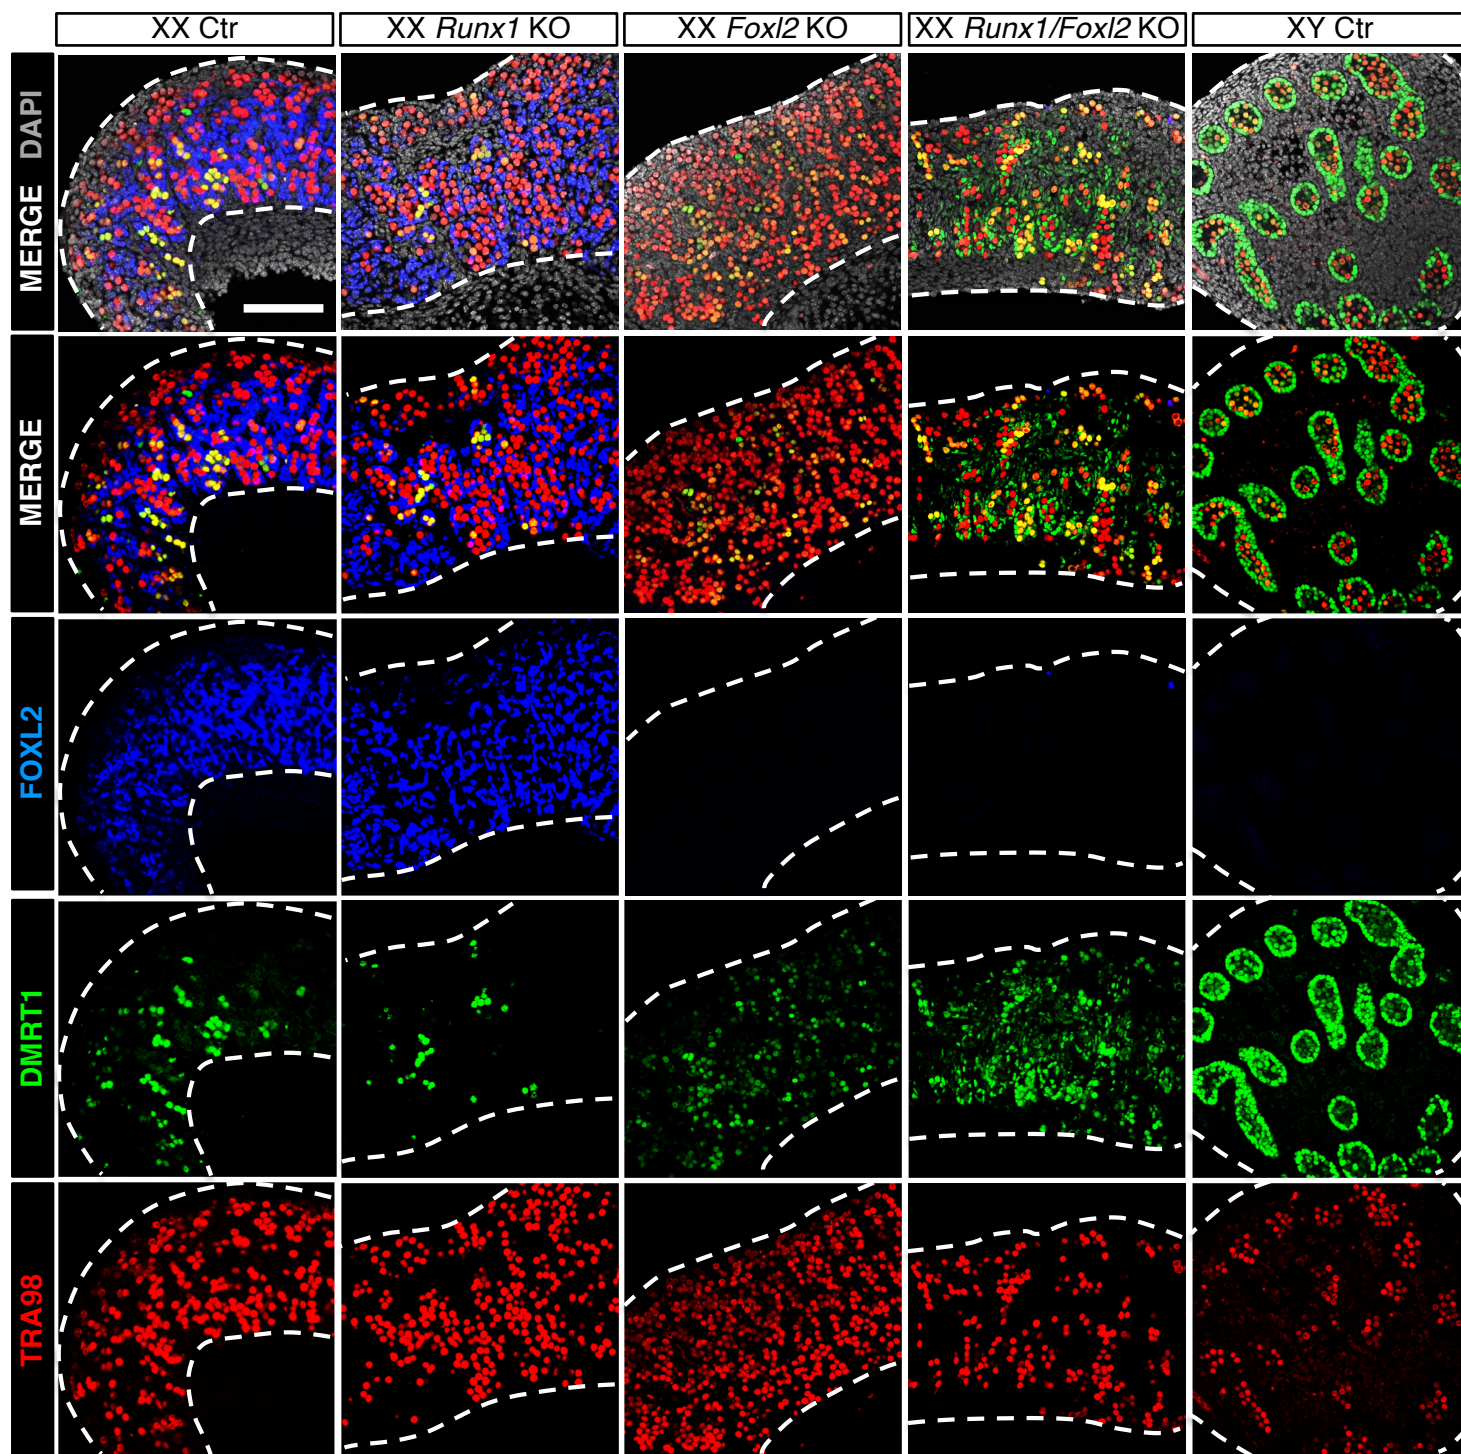

**Supplementary Figure 3: Single channels for the FOXL2/DMRT1/TRA98 immunofluorescences at E15.5 shown in Fig. 5 a-e.** Scale bar: 100  $\mu$ m. Dotted lines outline the gonads. At least 3 independent biological replicates were analyzed, and the images presented in the figures are representative of all replicates.

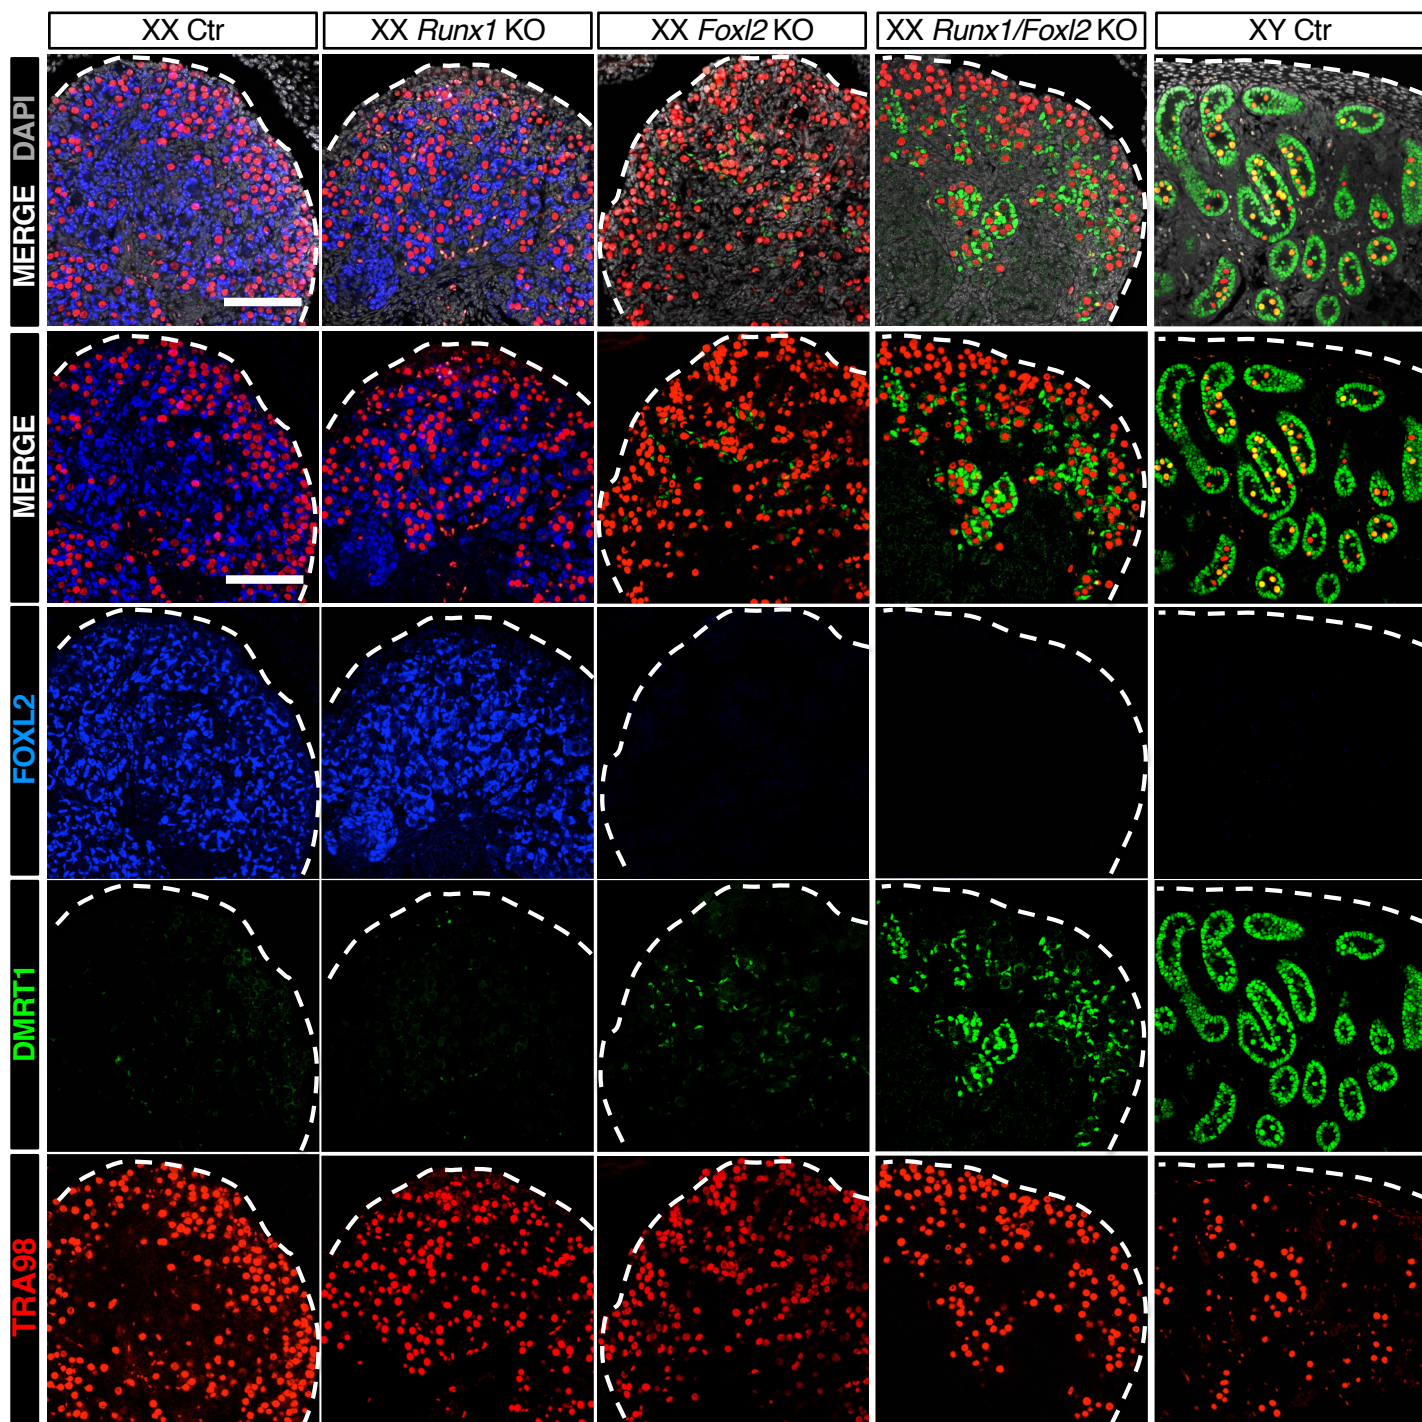

**Supplementary Figure 4: Single channels for the FOXL2/DMRT1/TRA98 immunofluorescence at birth shown in Fig. 5 f-j.** Scale bar: 100  $\mu$ m. Dotted lines outline the gonads. At least 3 independent biological replicates were analyzed, and the images presented in the figures are representative of all replicates.

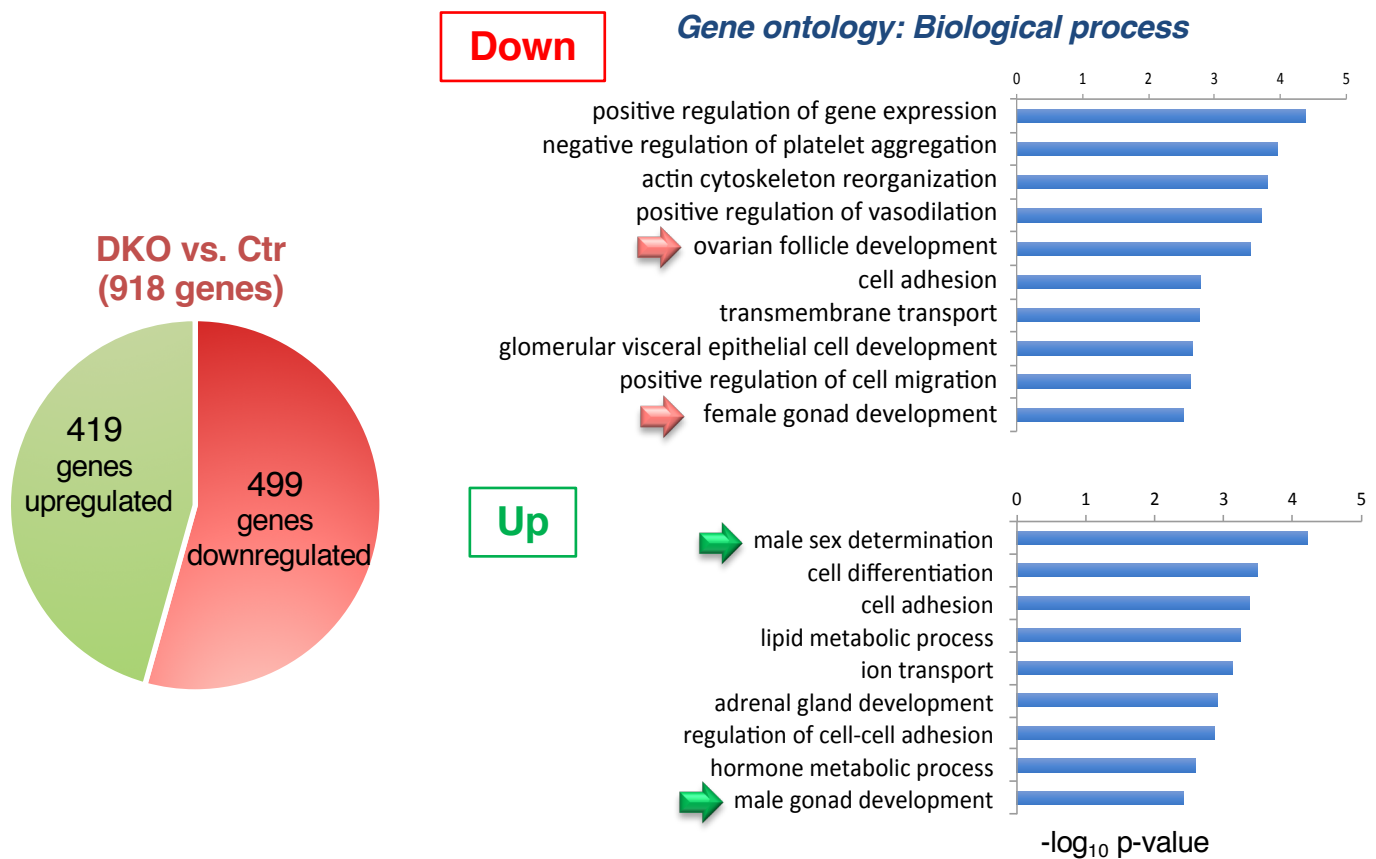

**Supplementary Figure 5: Gene ontology biological process analysis of genes downregulated or upregulated in *Runx1/Foxl2* DKO vs. control ovaries at birth.** Top GO-terms are shown. Analysis performed using DAVID 6.8 on genes significantly changed with a fold-change >1.5 and  $P < 0.05$ , one-way ANOVA.

**Supplementary Table 1: List of antibodies used for immunofluorescence in this study.**

| <b><i>Antibodies used for immunofluorescence</i></b> |                             |                       |                                                                              |
|------------------------------------------------------|-----------------------------|-----------------------|------------------------------------------------------------------------------|
| <b><i>Protein</i></b>                                | <b><i>Concentration</i></b> | <b><i>Species</i></b> | <b><i>Origin</i></b>                                                         |
| EGFP                                                 | 1:500                       | Chicken               | ab13970 ; Abcam                                                              |
| PECAM-1 (CD31)                                       | 1:1000                      | Rat                   | #550274; BD                                                                  |
| SRY                                                  | 1:200                       | Rabbit                | <i>gift from D. Wilhelm, Monash University, Australia</i>                    |
| SF1                                                  | 1:500                       | Rabbit                | <i>gift from K. Morohashi, Kyushu University, Japan</i>                      |
| FOXL2                                                | 1:300                       | Goat                  | NB100-1277; NOVUS                                                            |
| RUNX1                                                | 1:300                       | Rabbit                | <i>gift from S. Brenner-Morton and T. Jessell (Columbia University, USA)</i> |
| SOX9                                                 | 1:500                       | Rabbit                | <i>gift from K. Morohashi, Kyushu University, Japan</i>                      |
| TRA98                                                | 1:1000                      | Rat                   | RK-73-003, MBL International                                                 |
| COUP-TFII                                            | 1:300                       | Mouse                 | PP-H7147-10; R&D Systems                                                     |
| LAMININ                                              | 1:500                       | Rabbit                | L9393; Sigma                                                                 |
| AMH                                                  | 1:500                       | Goat                  | Santa Cruz                                                                   |
| SYCP3                                                | 1:300                       | Rabbit                | ab15093 ; Abcam                                                              |
| DMRT1                                                | 1:300                       | Rabbit                | <i>gift from D. Zarkower, University of Minnesota</i>                        |

**Supplementary Table 2: List of Taqman probes used for qPCR in this study**

| <b><i>Taqman probes used for real time PCR analyses</i></b> |                            |
|-------------------------------------------------------------|----------------------------|
| <b><i>Gene</i></b>                                          | <b><i>Taqman probe</i></b> |
| <i>Amh</i>                                                  | Mm01172799_g1              |
| <i>Cyp19a1</i>                                              | Mm00484049_m1              |
| <i>Dhh</i>                                                  | Mm01310203_m1              |
| <i>Dmrt1</i>                                                | Mm00443809_m1              |
| <i>Fgf9</i>                                                 | Mm00442795_m1              |
| <i>Foxl2</i>                                                | Mm00843544_m1              |
| <i>Gapdh</i>                                                | Mm99999915_g1              |
| <i>Nr5a1 (Sf1)</i>                                          | Mm00446826_m1              |
| <i>Sox9</i>                                                 | Mm00448840_m1              |

**Supplementary Table 3: List of primers used for qPCR in this study**

| <b><i>Primers used for real time PCR analyses</i></b> |                              |                              |
|-------------------------------------------------------|------------------------------|------------------------------|
| <b><i>Gene</i></b>                                    | <b><i>Forward Primer</i></b> | <b><i>Reverse Primer</i></b> |
| <i>Foxp1</i>                                          | GGTCTGAGACAAAAAGTAACGGA      | CGCACTCTAGTAAGTGGTTGC        |
| <i>Fst</i>                                            | TGCTGCTACTCTGCCAGTTC         | GTGCTGCAACACTCTTCCTTG        |
| <i>Gapdh</i>                                          | TTCACCACCATGGAGAAGGC         | GGCATGGACTGTGGTCATGA         |
| <i>Itpr2</i>                                          | CCTCGCCTACCACATCACC          | TCACCACTCTCACTATGTCGT        |
| <i>Mvh</i>                                            | GAGAACACATCTACAACCTGGTGG     | AAACCTCTGTTTCCAAAGCCC        |
| <i>Pdgfc</i>                                          | GCCAAAGAACGGGGACTCG          | AGTGACAACCTCTCTCATGCCG       |
| <i>Pla2r1</i>                                         | CAGGGCATCGCCCAAGATT          | TTCAGGCTCTCGCTCTGGAT         |
| <i>Runx1 (Trout)</i>                                  | CTGTCAGAACACCCTGGAGAACT      | GTACCGTCAGGGATATCACCAAG      |
| <i>Runx1 (Goat)</i>                                   | GCAGGCAATGATGAAAACACTACT     | TAGGTGGCGACTTGCGGTG          |
| <i>Runx1</i>                                          | GCAGGCAACGATGAAAACACTACT     | GCAACTTGTGGCGGATTTGTA        |
| <i>Runx2</i>                                          | ATCCCCATCCATCCACTCCA         | GCCAGAGGCAGAAAGTCAGAG        |
| <i>Runx3</i>                                          | CAGGTTCAACGACCTTCGAT         | CTTGGGTAGGGTTGGTGAACA        |
| <i>Ryr2</i>                                           | ACGGCGACCATCCACAAAG          | AAAGTCTGTTGCCAAATCCTTCT      |

# Supplementary material for: RUNX1 maintains the identity of the fetal ovary through an interplay with FOXL2
**Source:** Nat Commun. 2019 Nov 11;10:5116. doi: 10.1038/s41467-019-13060-1
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & References](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | <input checked="" type="checkbox"/> Confirmed                                                                                                                                                                                                                                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. F, t, r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's d, Pearson's r), indicating how they were calculated                                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Microarray data was obtained using the GeneChip® Command Console Software (AGCC, Version 3.2) and Expression Console (Version 1.2).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Data analysis   | For the microarray:<br>Gene expression analyses were conducted with Partek software (St. Louis, Missouri) using a one-way ANOVA comparing the RMA normalized log2 intensities.<br><br>For the ChIP-seq:<br>ChIP-seq libraries were sequenced as single-end 75-mers by Illumina NextSeq 500, then filtered to retain only reads with average base quality score >20. Reads were mapped against the mouse mm10 reference genome using Bowtie v1.2 with parameter “-m 1” to collect only uniquely-mapped hits. Duplicate mapped reads were removed using Picard tools MarkDuplicates.jar (v1.110). After merging the replicate datasets, binding regions were identified by peak calling using HOMER v4.9.67 with FDR<1e-5. Called peaks were subsequently re-defined as 300mers centered on the called peak midpoints and filtered for a 4-fold enrichment over input and over local signal. Genomic distribution of RUNX1-bound regions was determined based on RefSeq gene models as downloaded from the UCSC Genome Browser as of August 09, 2017. Enriched motifs were identified using HOMER findMotifsGenome.pl de novo motif analysis with parameter “-size given”. For RUNX1 and FOXL2 ChIP-seq comparisons, binding peaks that had at least 1 bp in common were considered overlapping. Peaks were assigned to the nearest gene based on RefSeq. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Tg(Runx1-EGFP) reporter mouse was purchased from MMRRRC (MMRRRC_010771-UCD)<br>Male and females embryos were collected at ages E11.5, E12.5, E14.5, E15.5, E16.5, and E18.5 and birth.<br><br>CD-1 mice were purchased from Charles River (stock number 022)<br>Male and females embryos were collected at ages E11.5, E12.5, E13.5, E14.5, E15.5, E16.5, E18.5 and postnatal day 3.<br><br>Runx1 <sup>+/+</sup> (B6.129e-Runx1tm1spg/J) and Runx1 <sup>fl/fl</sup> (B6.129P2-Runx1tm1Tani/J) mice were purchased from the Jackson Laboratory (stock numbers 005669 and 008772, respectively)<br>Sf1-Cre <sup>tg</sup> /Tg mice34 (B6D2-Tg(Nfya1-cre)2Klp) were provided by late Dr. Keith Parker<br>Foxl2 <sup>+/+</sup> mice61 (B6.129-Foxl2-ctm1Gplb) were provided by Dr. David Schlessinger (National Institute on Aging).<br>Runx1 KO mice (Sf1Cre <sup>tg</sup> /Tg, Runx1 <sup>fl/-</sup> ) were generated by crossing Runx1 <sup>fl/fl</sup> females with Sf1-Cre <sup>tg</sup> /Tg, Runx1 <sup>+/+</sup> males. Controls were Sf1-Cre <sup>tg</sup> /Tg, Runx1 <sup>fl/fl</sup> littermates. Female were collected at E14.5 and P0.<br><br>Runx1/Foxl2 double knockout mice (Sf1Cre <sup>tg</sup> /Tg, Runx1 <sup>fl/-</sup> ; Foxl2 <sup>-/-</sup> ) were generated by crossing Runx1 <sup>fl/fl</sup> ; Foxl2 <sup>+/+</sup> females with Sf1Cre <sup>tg</sup> /Tg, Runx1 <sup>+/+</sup> ; Foxl2 <sup>+/+</sup> males. This cross also generated the single knockouts for Runx1 (Sf1Cre <sup>tg</sup> /Tg, Runx1 <sup>fl/-</sup> ; Foxl2 <sup>+/+</sup> ) and Foxl2 (Sf1Cre <sup>tg</sup> /Tg, Runx1 <sup>+/+</sup> ; Foxl2 <sup>-/-</sup> ), and control littermates (Sf1-Cre <sup>tg</sup> /Tg, Runx1 <sup>+/+</sup> ; Foxl2 <sup>+/+</sup> ).<br>Male and females were collected at E15.5 and P0 |
| Wild animals            | <i>Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Field-collected samples | <i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Ethics oversight        | All mouse procedures were approved by the National Institutes of Health Animals Care and Use Committee, and were performed in accordance with an approved National Institute of Environmental Health Sciences animal study proposal.<br>All goat handling procedures were conducted in compliance with the guidelines on the Care and Use of Agricultural Animals in Agricultural Research and Teaching in France (Authorization no. 91-649 for the Principal Investigator, and national authorizations for all investigators. Approval from the Ethics Committee: 12/045)<br>Human fetuses (6-12 GW) were obtained from legally-induced normally-progressing terminations of pregnancy performed in Rennes University Hospital in France. Tissues were collected with women's written consent, in accordance with the legal procedure agreed by the National agency for biomedical research (authorization #P929-011; Agence de la Biomédecine) and the approval of the Local ethics committee of Rennes Hospital in France (advice # 11-48).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

ChIP-seq

Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                     |                                                                                                                                                                                                                                                                                                                            |
|-----------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links                                   | GSE128767; <a href="http://www.ncbi.nlm.nih.gov/geo/">http://www.ncbi.nlm.nih.gov/geo/</a><br><i>May remain private before publication.</i>                                                                                                                                                                                |
| Files in database submission                        | GSE128767_RUNX1_CHIP.peaks.bed.gz 189.7 Kb (ftp)(http) BED<br>GSE128767_fetalOvary_Input.bigWig 287.6 Mb (ftp)(http) BIGWIG<br>GSE128767_fetalOvary_RUNX1.bigWig 135.3 Mb (ftp)(http) BIGWIG                                                                                                                               |
| Genome browser session (e.g. <a href="#">UCSC</a> ) | The ChIP-seq data are available in the ReproGenomics Viewer ( <a href="https://rgv.genouest.org">https://rgv.genouest.org</a> )                                                                                                                                                                                            |
| Methodology                                         |                                                                                                                                                                                                                                                                                                                            |
| Replicates                                          | Two independent ChIP-seq experiments were performed using 20-30 µg of sheared chromatin from pooled embryonic ovaries (n=100-120 ovaries/ChIP)                                                                                                                                                                             |
| Sequencing depth                                    | ChIP-seq libraries were sequenced as single-end 75-mers by Illumina NextSeq 500<br>The total number of reads for RUNX1 ChIP-seq for each biological replicate was 26,252,832 and 29,540,852 respectively.<br>The number of uniquely-mapped non-duplicate reads for each biological replicate was 8,932,674 and 15,036,698. |

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Microarray and ChIP-seq data generated in this study have been deposited in GEO under accession numbers GSE129038 and GSE128767 respectively. The ChIP-seq data are available in the ReproGenomics Viewer (<https://rgv.genouest.org>). Raw data underlying all reported mean values in graphs are provided in the Source Data File. All other relevant data supporting the key findings of this study are available in the supplementary files.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | All experiments using mouse samples were performed on at least 3 biological replicates.                                                                                                                                                |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                               |
| Replication     | Microarray data were confirmed by qPCR to verify the reproducibility. Immunofluorescence experiments were replicated several times using independent biological replicates and attempts at replication of the results were successful. |
| Randomization   | samples were allocated into experimental group by genotype.                                                                                                                                                                            |
| Blinding        | Blinding was not performed in our study                                                                                                                                                                                                |

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems                                | Methods                                                    |
|-----------------------------------------------------------------|------------------------------------------------------------|
| n/a                                                             | n/a                                                        |
| <input type="checkbox"/> Involved in the study                  | <input type="checkbox"/> Involved in the study             |
| <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input checked="" type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/> Palaeontology                          | <input checked="" type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/> Animals and other organisms            |                                                            |
| <input checked="" type="checkbox"/> Human research participants |                                                            |
| <input type="checkbox"/> Clinical data                          |                                                            |

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | EGFP 1:500 Chicken ab13970 ; Abcam<br>PECAM-1 (CD31) 1:1000 Rat #550274; BD<br>SRY 1:200 Rabbit gift from D. Wilhelm, Monash University, Australia<br>Sf1 1:500 Rabbit gift from K. Morohashi, Kyushu University, Japan<br>FOXL2 1:300 Goat NB100-1277; NOVUS<br>SOX9 1:500 Rabbit gift from K. Morohashi, Kyushu University, Japan<br>TRA98 1:1000 Rat RK-73-003, MBL International<br>COUP-TFII 1:300 Mouse PP-117147-10; R&D Systems<br>LAMININ 1:500 Rabbit L9393; Sigma<br>AMH 1:500 Goat Santa Cruz |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Antibodies

|                         |                                                                                                                                                                                                                                                                                                                        |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies              | 10 µl of homemade RUNX1 antibody was used (provided by Drs. Yoram Groner and Ditsa Levanon, the Weizmann Institute of Science, Israel, see reference #66).                                                                                                                                                             |
| Peak calling parameters | Binding regions were identified by peak calling using HOMER v4.9.67 with FDR<1e-5. Called peaks were subsequently re-defined as 300mers centered on the called peak midpoints and filtered for a 4-fold enrichment over input and over local signal.                                                                   |
| Data quality            | ChIP-seq libraries were filtered to retain only reads with average base quality score >20. Reads were mapped against the mouse mm10 reference genome using Bowtie v1.2 with parameter “-m 1” to collect only uniquely-mapped hits. Duplicate mapped reads were removed using Picard tools MarkDuplicates.jar (v1.110). |
| Software                | mapping: Bowtie v1.2 with parameter “-m 1” to collect only uniquely-mapped hits.<br>Duplicate mapped reads were removed using Picard tools MarkDuplicates.jar (v1.110).<br>binding regions were identified by peak calling using HOMER v4.9.67 with FDR<1e-5.                                                          |

# Supplementary material for: RUNX1 maintains the identity of the fetal ovary through an interplay with FOXL2
**Source:** Nat Commun. 2019 Nov 11;10:5116. doi: 10.1038/s41467-019-13060-1
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1:

**Description:** Probe lists associated with the Venn diagram from Figure 4g representing the genes differentially expressed in Runx1KO vs. control and for Foxl2KO vs. control ovaries at birth.

**Title:** Supplementary Data 2:

**Description:** Full Dataset for the microarray for control, Runx1 KO, Foxl2 KO, and Runx1/Foxl2 DKO newborn ovaries (n=4 / genotype). Tab2 allows the creation of a graph for a copied line from Tab1.

**Title:** Supplementary Data 3:

**Description:** Probe list for genes differentially expressed between Runx1/Foxl2 DKO vs. Ctr ovaries (Fold-Change >1.5). Tab1 represents the genes downregulated, Tab2 represents the genes upregulated.

**Title:** Supplementary Data 4:

**Description:** Gene lists for the Venn diagrams presented in Figure 7b (Tab1) and Figure 7c (Tab2).

**Title:** Supplementary Data 5:

**Description:** Probe list and fold-change values for the genes differentially expressed in Runx1/Foxl2 DKO vs. Foxl2 KO presented in Figure 7h. Tab1 represents the genes downregulated, Tab2 represents the genes upregulated.

**Title:** Supplementary Data 6:

**Description:** Full Dataset of RUNX1 ChIP-seq in fetal ovaries. Each row represents a significant peak for RUNX1 in fetal ovaries.

**Title:** Supplementary Data 7:

**Description:** Gene lists for pie chart from Figure 9a. The pie-chart identifies the genes differentially expressed in Runx1/Foxl2 DKO ovaries that are nearest to peaks for RUNX1 and/or FOXL2.

How the deposited data were processed for this re-analysis (not part of the article)

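RUNX1 binding was measured by ChIP-seq in ovaries of CD-1 mouse embryos at E14.5, in 2 RUNX1 ChIP replicates and 2 input replicates. The authors' steps were, by the paper, single-end sequencing of 75 bases, a filter on average base quality, mapping to mm10 with unique hits only, removal of duplicates, merging of the replicates, peak calling, a reset of each peak to 300 bp and a filter on enrichment over input and local signal. The submitters' processing notes name Bowtie 1.2, Picard 1.110, bedtools 2.24.0 and HOMER 4.9. The paper gives 26252832 and 29540852 reads in total for the 2 RUNX1 replicates, of which 8932674 and 15036698 were unique and not duplicates. Peaks were called on merged reads, so depth sets which peaks exist but gives no error for any of them, and a difference between the replicates in depth cannot be examined here.

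The deposited list gives for each of 10494 peaks its position, a fold and a p-value. The fold is a ratio to background that the authors' peak caller computed, and the p-value is that of the same deposited caller output, with 7 peaks given as 0. The p-value was used only to describe or filter peaks within the list. The fold was used for this too, to rank peaks and set their quartiles, and as the value compared between genes with overlapping and with RUNX1-only peaks. A stronger peak in the text is one of higher fold, and fold and p-value do not order all peaks alike. All peaks were 300 bp wide. Coordinates are on mm10, the same assembly as the GRCm38 reference and RefSeq annotation used here, and are counted from 1.

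Gene models were the 45756 curated RefSeq transcripts of 26180 genes, of which 21000 are protein-coding. Each peak midpoint was placed in a promoter (under 1 kb upstream of a TSS), exon, intron, upstream stretch (1 to 10 kb), downstream stretch (under 10 kb from the transcript end) or intergenic sequence, in the order promoter, exon, intron, upstream, downstream, intergenic where transcripts differ. The shares were compared with 100 random placements of as many windows on the same chromosomes outside assembly gaps. A peak was assigned to the gene whose TSS is nearest to its edge, with ties kept.

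Motifs were searched as consensus sites on both strands. Those beside the RUNX core TGYGGT were forkhead TRTTTAC, CTCF CCASYAGRKGGC, NR5A CAAGGYCA, TEAD RGGAATG, ETS CCGGAAGT, NFY CCAAT and GATA WGATAA, with GTGTYG and TGYGTG as shuffled RUNX cores. Each peak was paired with 1 window of 300 bp drawn from the pair 1 kb to either side of it that touched no peak, which 10485 peaks had, and the pairs were compared with an exact McNemar test. Adjusted p-values over the 9 other sites are by the Benjamini-Hochberg method. Other controls were windows of the same chromosome within 6 G or C bases of the peak, and dinucleotide-shuffled peaks. The trend over fold quartiles was tested with 100000 permutations and the difference by distance to the TSS with Fisher's exact test. Peaks are not biological replicates, so these tests describe this list.

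Gene lists from the paper were the DKO genes of Supplementary Data 3, the genes changed in each single knockout of Supplementary Data 4 and the classes of genes by nearest peak of Supplementary Data 7. They were chosen by the paper on arrays of newborn gonads, a later stage than the E14.5 ovaries of the peaks. The arrays were not analysed here, and fold changes printed from them are the paper's. Supplementary Data 6 was used only for its first 972 rows and for no test. Of these peaks, 972 matched the list in position, fold and p-value. DKO genes, and 14 gene lists written before the peaks were examined, were compared with 10000 random lists of genes matched over 20 bins on the territory in which a gene's TSS is nearest, two-sided. Down and up genes were compared with Fisher's exact test. Genes with overlapping and with RUNX1-only peaks were compared by the median log2 fold of each gene's strongest peak with 100000 permutations. A p or adjusted p under 0.05 counted as past the threshold. Intervals of odds ratios and exact binomial intervals are at 95%, and intervals of ratios of motif shares are from 2000 bootstrap resamples of peaks.

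The genes named in the text were those the paper's Results name, the genes nearest to the 10 peaks of highest fold, the 10 genes with the largest fall and the 10 with the largest rise in the DKO in the paper's tables, whose values had been seen, and up to 4 members of each gene list with the strongest peaks. Of the genes nearest to the peaks of highest fold, 1 is not reported here. Alternatives were stricter limits on fold and p-value, other rules for context and for the nearest gene, other forms of the RUNX core, other controls and random lists without matching. These choices were made before the data were examined, apart from the order that puts the upstream stretch before exons, the tests of TGCGGT, of both core forms with GC-matched windows and of the ratio of their enrichments, the peaks near a TSS against GC-matched windows, the finer bins of GC content, the GC quintiles without the lowest or with TGYGGTT, the split of down and up genes by distance to the TSS and the share of down genes by the paper's class of peak.

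The core comparison, the placement of peaks, the trend over quartiles, Fisher's exact test, the matched gene lists, the difference of medians, the pooled odds ratio and the bootstrap intervals were tested on simulated data. With a RUNX core planted in 20.4% of 10000 made-up windows, the core was found in 41.2% of the windows against 27.7% of control windows, and 10 of 200 sets without a planted core passed the threshold. Random lists matched on territory called 12 of 200 unchanged lists about as long as the DKO list, against 198 of 200 without matching. They called 200 of 200 lists at odds of 1.5, and 179 of 200 lists of 24 genes at odds of 4. The difference of medians passed the threshold in 4 of 100 unchanged comparisons and in 93 of 100 at a shift of 0.5 SD. Of 200 unchanged simulations each, 11 passed for the trend and 5 for Fisher's exact test, with 200 of 200 found where a difference was simulated, and 189 of 200 bootstrap intervals held the simulated ratio. A simulated pooled odds ratio of 0.5 came back as 0.486. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used. Signal tracks, FOXL2 peaks and expression arrays were not used here.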

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

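The peaks here were singled out because they pass the authors' limits over input at genes or positions whose RUNX1 binding the paper does not discuss, and the choice of these groups was made after the peak list was seen. Among genes the paper names for other reasons, the strongest RUNX1 peak had a fold of 11.11 at Runx1 itself, in intron 2 and 345 bp from a TSS, with 2 RUNX cores. The fold was 8.79 at Runx2 and 4.83 at Runx3, where the peak lay 174 bp from a TSS. At genes of gonad transcription factors it was 12.03 at Gata4, 41 bp upstream of the TSS, 11.11 at Nr2f2, 9.72 at Nr5a2, 9.05 at Foxl2 and 4.32 at Foxp1. At genes of secreted factors it was 15.74 at Pdgfc, 11.72 at Fgf9 and 4.86 at Amh.

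Among the peaks with the highest fold were those nearest to Kmt2a (358.22), Zc3h4 (180.50), Myl6 (144.40), Dthd1 (136.99), Dnah7a (133.29), C230072F16Rik and 2310008N11Rik (111.07 each), Pcyt1a (87.93) and Ccdc77 (87.01). The peaks at Kmt2a, Zc3h4 and Myl6 held no RUNX core. The peak nearest to Dthd1 lay 292546 bp from its TSS. The peaks nearest to C230072F16Rik and 2310008N11Rik share 1 p-value, 2.54e-50, as well as 1 fold. Fold and the caller's p-value did not order peaks alike. The p-value was 2.52e-69 at Myl6 and was given as 0 at Pcyt1a, where the fold was lower. At a fold of 33.32, it was 1.52e-41 at Sav1 and 1.4e-21 at another peak nearest to 2310008N11Rik. A high fold can rest on little background, which the list does not show.

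A further 4 peaks lay on sequence outside the assembled chromosomes, with folds of 14.47, 10.18, 6.66 and 4.50.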

How the results depend on the processing

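No paired analysis was possible from the peak list, because the authors merged the replicates before calling peaks. No value in the list carries a replicate number, and no replicate could be left out. The reads of the single replicates were not used here. Of 146 planned recomputations of the counts, shares and tests, 123 kept the direction and the side of the threshold. Apart from these, the number of peaks at 23 genes named in the paper was recomputed 138 times and changed in 37, over 16 genes, as at Sox9 (0 to 3 with protein-coding genes only), Dhh (0 to 4 within 50 kb), Amh (1 to 3 within 50 kb), Fgf9 (2 to 0 within 50 kb) and Nr5a2 (3 to 1 within 50 kb). The exceptions among the 146 follow, and their cause was not tested unless given. By construction, stricter limits left 3374 peaks at a fold of at least 8, 5933 at a fold of at least 6 and 3526 at a p-value under 1e-20. The RUNX core as TGTGGT alone was at 0.997 times the flanking share (exact McNemar test, p = 0.930), while the core kept ratios of 1.75 to 2.69 over the other settings chosen beforehand. With GC-matched windows, the ratio turned above 1 for forkhead (1.57), GATA (1.31), NR5A (1.23), NFY (1.16) and TEAD (1.06) sites and shuffled core 1 (1.04), and shuffled core 2 lost its difference (0.981). At a fold of at least 8, NR5A (0.918) and TEAD (0.851) sites no longer passed the test. The upstream share turned from below to above random, at 12.3%, in the order that puts upstream before exon, which was chosen after seeing the data. Among gene lists, the pre-granulosa list lost its call with a TSS within 50 kb (ratio 1.28) or 10 kb (1.61) and at a fold of at least 8 (1.92), where the Sertoli cell list gained one (2.40). Lists that passed no test turned direction for blood (0.582 within 10 kb), endothelial (0 at a fold of at least 8) and germ cells (1.08 within 50 kb and 1.30 within 10 kb). The excess of down over up DKO genes lost its call with a TSS within 50 kb (odds ratio 1.10) and among genes changed at least 2-fold (1.50), where fewer genes were tested. Depth limits which peaks could be called, and the reads behind single peaks are not known.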

Differences from the paper's values

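The paper gives 12% of RUNX1 peaks in the stretch from 1 to 10 kb upstream of a TSS, and the share here was 2.94%. None of the alternatives set before the data were examined came within 1.5 times of the paper's value. The share was 2.85% with any overlap of the peak, 3.80% at a fold of at least 8, 2.99% with protein-coding genes, 2.94% with exons and introns first and 2.68% with predicted transcripts included. An order of classes that puts upstream before exon and intron, chosen after seeing the values, gave 12.3% and dropped no peak. It also gave 32.4% in promoters, 25.2% in exons and 20.5% in introns, beside the paper's 30%, 25% and 22%.

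The paper presents Ryr2 as an example of a gene with a peak specific to RUNX1 in an intron. Here Ryr2 was nearest to 2 RUNX1 peaks with midpoints in introns, the paper's list of genes by class places it among those with overlapping peaks, and Supplementary Data 6 marks the peak in intron 1 as overlapping a FOXL2 peak. The peak in intron 12 lies outside the part of that table used here.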

Other observations

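In the paragraphs on patterns, the test of peaks near a TSS against GC-matched windows, the finer bins of GC content, the quintiles without the lowest or with the core TGYGGTT, the ratio of the core forms over GC-matched windows, and the patterns themselves were chosen after the result was seen. Of 14 gene lists written before the peaks were examined, those of the Hippo, WNT and TGF-beta pathways and of RUNX partners were nearest to RUNX1 peaks more often than random lists of equal territory. RUNX1 peaks were nearest to 21 of 24 genes of the Hippo pathway (2.29 times the random count, adjusted p = 0.00035 by permutation), including the kinase gene Lats2 (fold 21.60), Sav1 (33.32), Wwc2 (22.21) and Vgll4 (13.42). They were nearest to 16 of 18 genes of the RUNX complex (2.49 times, adjusted p = 0.00035 by permutation), among them Cbfb, the gene of the RUNX partner subunit (15.92), Crebbp (17.45), Sin3a (15.87) and the corepressor gene Tle1 (15.04). The WNT pathway had 20 of 28 (1.84 times, adjusted p = 0.00084 by permutation), with peaks at Fzd4 (23.60), Nkd1 (17.59), Lrp6 (17.28) and Ctnnb1, the gene of beta-catenin (16.66). The TGF-beta, BMP and activin pathway had 19 of 29 (1.66 times, adjusted p = 0.0090 by permutation), with peaks at Bmpr1a (16.04) and Id2 (15.92). Of 22 pre-granulosa genes, 15 were nearest to a peak (1.80 times, adjusted p = 0.0090 by permutation), including Esr2 (12.34), a call that was lost when every TSS within 50 kb (ratio 1.28) or 10 kb (1.61) of a peak counted and at a fold of at least 8 (1.92). The list includes Fst, Ryr2 and Runx1, which the paper picked from the same biology, so it is not independent of the paper. Beside these stand 2 lists unrelated to the gonad: 20 of 32 ribosomal protein genes were nearest to a peak (2.20 times, adjusted p = 0.00035 by permutation), as at Rps23 (27.77), and 8 of 1110 olfactory receptor genes (0.0238 times, adjusted p = 0.00035 by permutation). The background was annotated genes, not genes expressed in the ovary.

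The lists that did not pass the test were those of Sertoli cells (11 of 22, adjusted p = 0.256 by permutation), with peaks at Pdgfa (fold 44.43) and Wt1 (12.96), which did pass at a fold of at least 8 (7 of 22, 2.40 times, adjusted p = 0.0402 by permutation), where the pre-granulosa list did not (6 of 22, adjusted p = 0.165 by permutation), and of the Notch pathway (11 of 21, adjusted p = 0.161 by permutation), with a peak at Hes1 (32.21) and another at Jag1 (12.96). Other lists that did not pass were interstitial and Leydig cells (7 of 16, with Ptch1 at 22.64), endothelial cells (6 of 14), blood cells (6 of 17), germ cells and meiosis (5 of 20, with Kit at 17.12) and skeletal muscle (3 of 22, with Actn2 at 10.64). Their adjusted p-values by permutation were 0.688, 0.839, 1, 0.611 and 0.111.

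The RUNX core was less frequent in peaks near a TSS than in distal peaks, in 34.25% against 61.1%. Lower fold near a TSS is not the cause, since 1936 of 7969 peaks there were in the lowest quartile of fold against 521 of 1673 distal peaks, so the pooled odds ratio within fold quartiles, 0.313 (95% interval 0.280 to 0.350), had little to correct. GC content as the whole cause is argued against too, since the pooled odds ratio within GC quintiles was 0.623 (0.545 to 0.712), with its upper limit under the 0.8 set beforehand, and 0.503 (0.427 to 0.592) for the core TGYGGTT. The gap was narrower within finer strata of GC content, with a pooled odds ratio of 0.747 (0.649 to 0.860) within 20 bins. Within quintiles without the lowest it was 0.822 (0.685 to 0.985), and both intervals exclude 1 but reach past the 0.8. The GC-matched windows themselves differed less than the peaks, with the core in 18.25% of those for peaks near a TSS and 23.1% of those for distal peaks. Distal peaks held the core 2.64 times as often as their windows. How much of the gap GC content accounts for thus stays open. Near a TSS, the core was 1.88 times (1.78 to 1.98) as frequent as in GC-matched windows. These windows were matched on neither CpG content nor position at promoters. They thus cannot tell how many peaks near a TSS are promoters recovered with no link to the core. No biological explanation was tested.

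Genes down in the DKO were nearest to a RUNX1 peak more often than genes up. A larger territory of the down genes is argued against as the whole cause, with a pooled odds ratio of 1.65 (1.24 to 2.19) within territory quintiles. Peaks at promoters active in the ovary as the only source stay open, since for peaks over 10 kb from the TSS the odds ratio was 1.21 (0.779 to 1.87), an interval that holds 1 and reaches close to the overall 1.89, and activity itself was not measured here. Activation by RUNX1 stays open as well: in the paper's lists for the single knockouts, whether or not a gene changed in the DKO, 105 of 193 genes down in the Runx1 KO and 173 of 343 genes down in the Foxl2 KO only were nearest to a peak (odds ratio 1.17, 0.823 to 1.67, adjusted p = 0.418, Fisher's exact test), an interval too wide to decide, while with every TSS within 50 kb of a peak the odds ratio was 1.53 (1.05 to 2.25, adjusted p = 0.0585, Fisher's exact test). Among genes up in these knockouts the counts were 27 of 98 and 91 of 240 (odds ratio 0.623, adjusted p = 0.158, Fisher's exact test).

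The core with a CpG, TGCGGT, exceeded the flanking windows 6.19 times (5.51 to 6.98) as much as TGTGGT did. Over GC-matched windows the ratio of the enrichments was lower, 1.53 (95% interval 1.39 to 1.68), and that interval above 1 argues against GC content as the whole cause. These windows were matched on GC content and not on CpG content, so how much GC content alone accounts for cannot be told from them. In the peaks of the lowest GC quintile the ratio over flanks was 3.71 (2.92 to 4.99), but these peaks still had a mean GC content of 51.3% against 46.2% in their flanks. The CpG content of the peaks is a candidate explanation, since over shuffled peaks that keep each dinucleotide count the enrichments were alike, with a ratio of 0.953 (0.869 to 1.04). Methylation of these sites was not measured here, and no biological explanation was tested.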
